# Proteome and transcriptome profile analysis reveals regulatory and stress-responsive networks in the russet fruit skin of sand pear

**DOI:** 10.1038/s41438-020-0242-3

**Published:** 2020-02-01

**Authors:** Yuezhi Wang, Meisong Dai, Danying Cai, Zebin Shi

**Keywords:** Protein-protein interaction networks, Transcriptomics

## Abstract

The epidermal tissues of the cuticular membrane (CM) and periderm membrane (PM) confer first-line protection from environmental stresses in terrestrial plants. Although PM protection is essentially ubiquitous in plants, the protective mechanism, the function of many transcription factors and enzymes, and the genetic control of metabolic signaling pathways are poorly understood. Different microphenotypes and cellular components in russet (PM-covered) and green (CM-covered) fruit skins of pear were revealed by scanning and transmission electron microscopy. The two types of fruit skins showed distinct phytohormone accumulation, and different transcriptomic and proteomic profiles. The enriched pathways were detected by differentially expressed genes and proteins from the two omics analyses. A detailed analysis of the suberin biosynthesis pathways identified the regulatory signaling network, highlighting the general mechanisms required for periderm formation in russet fruit skin. The regulation of aquaporins at the protein level should play an important role in the specialized functions of russet fruit skin and PM-covered plant tissues.

## Introduction

When plants evolved from aquatic to terrestrial environments, they faced several challenges associated with survival, including water loss regulation, insulation against climatic variability, and protection against abiotic aggressions^1^. To adapt to environmental changes, specialized epidermal tissues, including the cuticular membrane (CM) and periderm membrane (PM), play a key role in terrestrial plants. The CM forms a continuous hydrophobic layer by waxes embedded in the cutin present on the outer face of the epidermal wall, conferring terrestrial adaptability in the primary organs (such as leaves, flowers, fruits, and primary stems)^2^. The PM is formed by stacked suberized cells that cover the secondary tissues as a protective layer. The suberized PM is known as “cork” in tree biology, and it is used worldwide in many industrial applications without proper substitutes for some of its properties^3^. In addition to the native periderm, a wound-healing periderm is commonly induced in injured tissues for insulation or protection from the environment. Differentiation of the peridermal layer of potato is a programmed senescence process of cell expansion, dramatic suberin deposition, and cell death^4^. The endoderm undergoes programmed cell death and abscission with the cortex, leading to the loosening of the outer tissues in the secondary growth of Arabidopsis roots^5^. The similar structure and common regulatory factors suggest that periderm development in different tissues and species may share homologous regulatory mechanisms. The PM is also sealed in fruits, such as pear, kiwifruit, and apple, and characterizes fruit quality by visual appearance and stress resistance. The different PM covers produce three types of pear fruit skin: russet, green, and intermediate. The primary skin of pear fruit is composed of three types of layers, a cork meristem, epidermal cells, and cuticle, with an inside out distribution. Bidirectional mutations between the traits of green and russet are found in pear fruit skin, making it a suitable material for resolving the regulatory mechanisms underlying PM and CM formation^6,7^.

Suberin is a lipid polymer that deposits inside the cell wall of the periderm as a critical barrier. Both suberin and cutin are polymers of fatty acid derivatives linked by ester bonds. However, suberin is characterized by the main components fatty alcohols, hydroxycinnamic acids (predominantly ferulate), and saturated aliphatics (chain length ≥ C20)^2^. Furthermore, suberized tissues also contain glycerol and insoluble hydrophobic residuals with high stability and limited depolymerization. The molecular mechanisms underlying russet formation were investigated by exploring the genes and pathways that are specific to the russet fruit skin of pear and apple^6,8–10^. The transcriptome of russet fruit skin was characterized by the upregulation of suberin deposition genes and stress-responsive genes, and the repression of cuticle biosynthesis genes compared with that of green fruit skin. A set of genes involved in different steps of the suberin biosynthesis pathway have been suggested to be key nodes, including transcription factor genes and enzyme-encoding genes involved in suberin biosynthesis, aromatic monomer inclusion, and substrate transport^10^. At least four MYB genes (MYB9, MYB107 (ref. ^10^), MYB93 (ref. ^11^), and MYB41 (ref. ^12^) are associated with the positive regulation of suberin biosynthesis. According to Lashbrooke et al.^10^, these regulatory mechanisms are homologous in angiosperms.

The accumulation of genomic data with high-throughput technologies has made it possible to apply genome-wide transcriptomic and proteomic analysis to interesting species. To date, transcriptome profiling in pear and apple fruit skin has been performed to understand russet development. Proteomic analysis can effectively address the limitations of transcriptome-based protein prediction by providing accurate quantitative and structural modification information about functional proteins and the dynamic state of the cell. However, a null proteomic study was carried out for pome skin russeting. Hence, in this study, an integrated tandem mass tag (TMT)-based proteomics and transcriptomics analysis was conducted to gain a precise global overview of pear fruit skin russeting and to identify the key nodes in regulatory networks that contribute to periderm formation and environmental adaptation.

## Materials and methods

### Plant material collection

Plant materials were prepared as described previously by Wang et al.^6^. Briefly, sand pear (*Pyrus pyrifolia*) fruit skin was obtained from 80-d russet fruits of ‘Niitaka’ pear (russet fruit skin; Fig. 1a) and its bud mutant line, ‘Suisho’ pear (green fruit skin) (Fig. 1b), growing in Yangdu Orchard (308290 N, 1208150 E, China) in June 2018. The same amount of skin from each fruit was collected and immediately stored in liquid nitrogen. For each sample, ten russet fruits or green fruits, and three biological replicates were separately used in phytohormone and molecular analysis. ‘Suisho’ pear has a similar phenotype and highly conserved genetic background to that of the wild-type ‘Niitaka’ pear, except for the fruit skin color mutation.

**Fig. 1:**
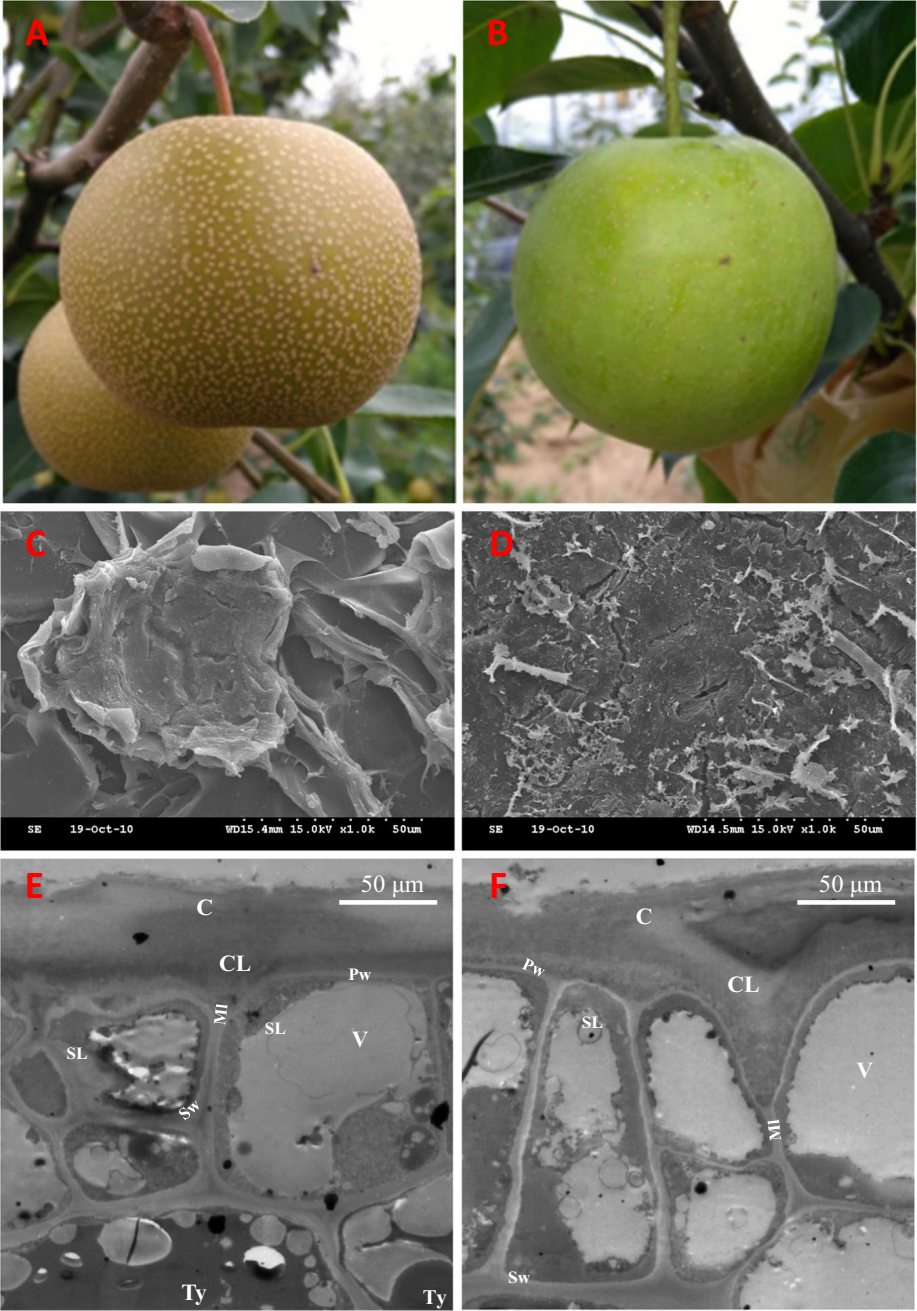
Phenotypes of the russet and green fruit skin of sand pear. The russet **a** and green **b** skin fruit of sand pear grown in an orchard. Scanning electron microscopy analysis of russet **c** and green **d** fruit surfaces showed that the skins of the two genotypes are covered by stacked suberized cells and cutin wax, respectively. Transmission electron microscopy analysis of russet **e** and green **f** fruit epidermal cells at the russet development stage showed that more tylosis (Ty) accumulated in the russet skin cells. C Cuticle; CL cuticular layer; Ml middle lamella; Pw primary wall; SL suberin layer; Sw secondary wall; V vacuole; Ty tylosis

### Fruit postharvest water loss measurement

Ripe pear fruit stored at room conditions at 25 °C/18 °C (day/night) with 75% relative humidity were used in the experiment. The rate of water loss (RWL) was calculated using the formula RWL (%) = 100 × (FW_*t*1_−FW_*t*2_)/FW_*t*1_, where FW_*t*1_ = weight of the fruit at a certain storage time *t*1, and FW_*t*2_ = weight of the fruits at a certain storage time *t*2.

### Microscopy

Sample preparation for electron microscopy was performed according to the method described by Panikashvili et al.^13^. A scanning electron microscope KYKY-2800B SEM (KYKY Technology Co., Ltd., Beijing China) and a Hitachi H-7650 transmission electron microscope were used in the experiment. Calibrated micrographs were collected at two magnifications of 200× and 1000× with 20–25 KV acceleration potential. Transmission electron microscopy sections (70 nm) were observed.

### Hormone measurement

The contents of jasmonic acid (JA), salicylic acid (SA), and abscisic acid (ABA) were measured using the methods of You et al.^14^ at Zoonbio Biotechnology Co., Ltd, Nanjing, China. Briefly, ~1.5 g fruit skin samples were ground with 10 mL extraction buffer in a cooled mortar and then shaken for 30 min at 4 °C. After adding 20 mL dichloromethane, the mixture was shaken again. Then, the sample was centrifuged at 4 °C and 13,000 rpm for 5 min, and the lower organic phase was kept and dried with liquid nitrogen in the dark. A volume of 400 μL methanol (0.1% methane acid) was used to dissolve the dried pellets. Then, the product was detected by combined high-performance liquid chromatography-mass spectrometry/mass spectrometry (HPLC-MS/MS) after 0.22 micron filtration. HPLC-MS/MS analysis was carried out for the purified product with a 2 μL injection volume. The MS conditions were as follows: spray voltage, 4,500 V; air pressure, 15 psi; nebulizer pressure, 65 psi; pressure of aux, 70 psi; and atomizing temperature, 400 °C.

### Complementary DNA library construction and sequencing

Approximately 5 g of each fruit skin was frozen and ground in nitrogen, and the total RNA was extracted according to the manufacturer’s illustration of the plant RNA kit (Invitrogen, CA, USA). Each library was prepared using 1 µg RNA per sample according to the recommendations of the NEB Next® Ultra™ RNA Library Prep Kit (NEB, USA). Library sequences were indexed, and sequencing was carried out on a 150 paired-end Illumina platform.

### Sequence and expression analysis

All RNA-Seq data were deposited in the National Center for Biotechnology Information (NCBI) database under the accession GSE139895. Data quality control was performed by removing adapters and discarding poor quality reads with quality insert fragment <20 bp or the proportion of *N* > 10% from the raw data. The alignment of the selected reads with the reference genome of Chinese white pear (*Pyrus* × *bretschneideri*) deposited in the NCBI database was carried out by Hisat2 v2.0.4 (ref. ^15^). Transcripts were assembled and annotated from the read alignment results by Cufflinks v2.1.1 (ref. ^16^) with the method based on the reference annotation. The gene expression levels were quantified with the fragments per kilobase of exon per million fragments mapped method^8^. The DESeq^17^ R package (1.18.0)^18^ was employed for differential gene expression analysis, and Benjamini and Hochberg’s false discovery rate was used for multiple test correction. Only the genes with corrected *P* < 0.05 were considered to be differentially expressed.

### Peptide preparation

Each sample was individually milled into powder in a mortar with liquid nitrogen. Protein extraction was carried out according to the published method^19^, followed by trypsin digestion and TMT reagent labeling. Fractionation of the tryptic peptides was conducted with the Agilent 300 Extend C18 column and a high pH reversed-phase HPLC system.

### LC-MS/MS analysis and database searching

The peptides were first analyzed by Q-exactive HF-X MS (Thermo Fisher Scientific) coupled with a Rigol L3000 HPLC system (Rigol, Inc., Beijing, China). Then, the obtained peptide sequences were searched against the reference genome of Chinese white pear (*Pyrus* × *bretschneideri*; 47,086 sequences) deposited in the NCBI database.

### Functional analysis of differentially expressed proteins and genes

The public nonredundant database of proteins (including Pfam, ProDom, SMART, PRINTS, PANTHER, and ProSiteProfiles) was used for the functional annotation of all selected proteins with InterPro and Gene Ontology (GO) analysis^20^. Protein family analysis was conducted using the Clusters of Orthologous Groups database, and pathway analysis was performed with the KEGG database (Kyoto Encyclopedia of Genes and Genomes). GO enrichment was analyzed by the GOseq^21^ R package with gene length bias corrected. The corrected *P*_0.05_ was selected as a significant criterion for all GO terms enriched by differentially expressed genes (DEGs). KEGG enrichment of DEGs was determined using KOBAS^22^ software. The online server STRING-db (http://string.embl.de/) was used to predict the probable interacting partners with reference species. All enrichment analyses mentioned above were conducted by the enrichment pipeline^23^.

## Results and analysis

### Phenotype characteristics of the russet and green fruit skin of sand pear

The color of all pear fruit skins was green during the early stages, i.e., in the young fruit, but part of the genotypes were differentiated into russet or intermediate types during subsequent development. Observation with scanning electron microscopy revealed a thick waxy layer on the skin of the green fruit of sand pear, but the russet skin consisted of layers of dead cells, with the outer layer presenting as a loose lamellar structure (Fig. 1c, d). Transmission electron microscopy analysis revealed a putative suberin layer (SL) in the epidermal cells of both types of fruit skins, but more tylosis (Ty) accumulated in the epidermal cells of russet skin than in those of green skin (Fig. 1e, f).

In general, pear fruit with green skin has higher storage resistance than does russet skin fruit. After a period of storage, the russet fruit skin of sand pear appeared to shrink until the occurrence of putrefaction (Fig. 2a). Under room conditions, the RWL of russet skin fruit was higher than that of green skin fruit. The longer the storage time was, the greater the difference in RWL between the two types of pear fruit (Fig. 2b). The RWL of both russet skin and green skin fruit showed a decreasing trend during storage, but it decreased more in green skin fruit than in russet skin fruit from 25–29 d, which resulted in a larger RWL difference between the two types of fruit. Green skin fruit had a better ability to maintain water during storage.

**Fig. 2:**
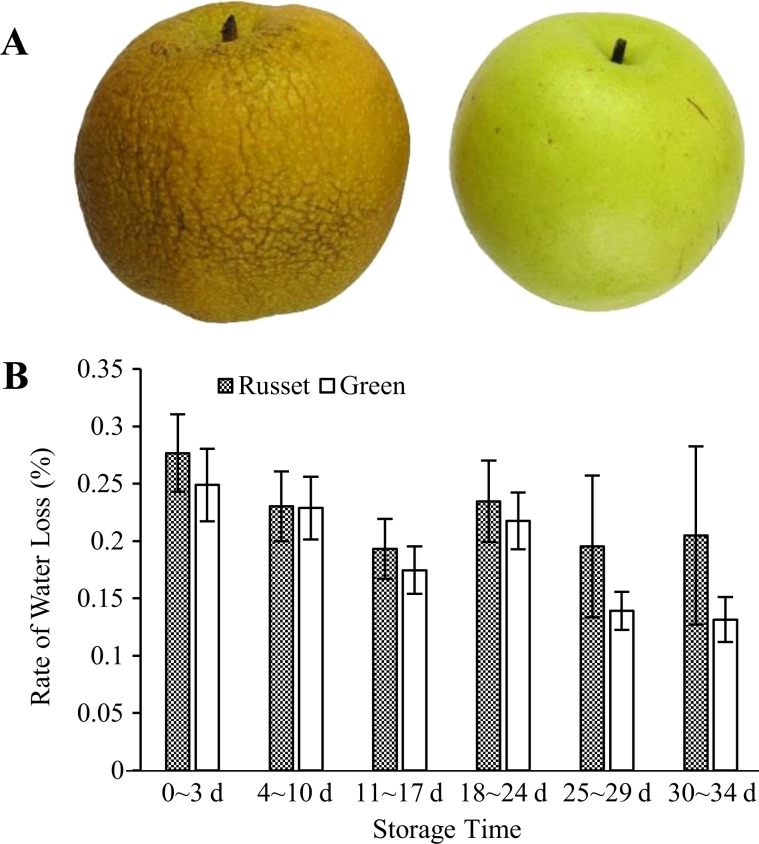
RWL of the russet and green skin fruit of sand pear at different storage periods under room conditions after harvest. After storage under room conditions, the russet fruit skin exhibited obvious shrinkage due to water loss **a**. The reported value is the mean ± SE **b**

### Differential accumulation of JA, SA, and ABA between russet and green fruit skin

To analyze the signal characteristics of endogenous hormones between russet and green fruit skin, we compared their accumulation of the hormones JA, SA, and ABA that are involved in plant biotic and abiotic stress responses. The results showed significant differences in the three hormones between russet and green fruit skin. JA and SA accumulated more, while ABA was dramatically decreased in russet fruit skin compared with green fruit skin (Fig. 3).

**Fig. 3:**
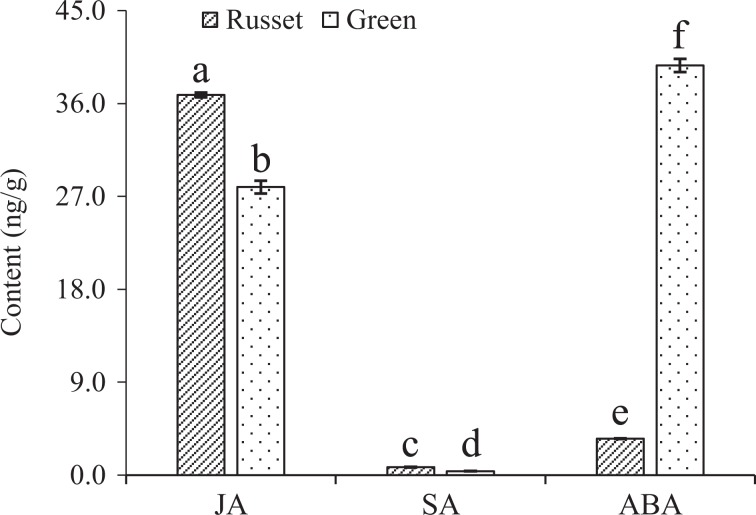
Differential accumulations of JA, SA, and ABA between the russet and green fruit skin of sand pear. Different significant differences from the control at *P*_0.05_ (Tukey’s test). The error bar is too small to be seen for c, d, and e

### Transcriptome and proteome profiles of the skin of pear fruit

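RNA was sequenced from the fruit skin of the russet sand pear ‘Niitaka’ and of its bud mutant line ‘Suisho’, which has green skin. A bud mutant is a line propagated from a shoot that carries a mutation, so that it shares most of its genome with its parent. Skin was taken from 80-d fruits, each sample combined the skin of 10 fruits, and each line had 3 samples. The 6 libraries are named A1, A2 and A3 for russet skin and B1, B2 and B3 for green skin in the paper. For each library, the authors deposited the FPKM of every gene, i.e., the number of fragments on the gene relative to its length and to the number of mapped fragments, beside a table with the scaffold, the strand, the start, the end and the length of every gene. By their methods, the authors discarded poor quality reads, aligned the others with Hisat2 to the reference genome of Chinese white pear (*Pyrus* × *bretschneideri*) at NCBI, and assembled the transcripts with Cufflinks. Neither the version of that assembly nor the program that counted the reads is given in the sources used here. Because sand pear is another species than the reference, genes that differ in sequence between both can lose reads in all 6 libraries.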

The RNA-Seq generated 51.97 Gigabyte (GB) of clean data (Q30 > 93.66%) with 7.2–9.8 GB from the six complementary DNA (cDNA) libraries. 

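The depth of the libraries was read from the FPKM values. The product of FPKM and the deposited gene length was a whole multiple of the value of 1 read, within 0.0001, for 74.5% of the 191857 values above 0. For 8439 genes another whole length was needed, with a median of 97.2% of the deposited one, and all values then came out whole. The reads recovered in this way equaled the read counts printed in Supplementary Table 1 for 1779 of the 1780 genes in the part of that table used here, its first 1780 rows, whereas the deposited table holds 42966 genes. Gene 103926695 had other read numbers. Libraries A1, A2 and A3 rested on 33926183, 42729578 and 41863571 reads, and libraries B1, B2 and B3 on 41686837, 35387496 and 31381552 reads. These are the reads behind the FPKM values, whereas the paper counts quality reads before alignment, from 47991052 to 65340486 per library. On a gene of 1000 bp, 1 read was worth between 0.0234 FPKM in A2 and 0.0319 FPKM in B3. The 10 genes with the most reads took between 4.03% of the reads in A1 and 5.26% in B2. Russet and green skin were compared with limma on log2(FPKM + 0.1), two-sided and with Benjamini-Hochberg adjustment, over the 30161 genes with a mean of at least 0.1 FPKM over the 6 libraries. Fold changes are given as russet minus green on this log2 scale, which understates the change of genes with low values. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.10, so no such test was run on single genes. How reads that match several members of a gene family were assigned is not given in the sources used here, and values of such members are uncertain to that extent.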

A total of 47,991,052–65,340,486 quality reads per library were obtained, and 68.17–68.68% were unique loci in the reference genome. 

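A value above 0 in at least 1 of the 6 libraries was found for 35106 of the 42966 genes in the deposited table, which lie on 1688 scaffolds, and 7860 genes were listed at 0 in every library. In all 6 libraries, 28889 genes had a value above 0. Single libraries had reads on between 31660 genes, in B3, the shallowest, and 32211 genes, in A2, the deepest. With a limit of 0.1 FPKM in at least 1 library, 32266 genes were detected, and a limit of 1 FPKM moved the number most, to 25969. The table also holds 772 loci that the authors added from the assembly of the reads, and 746 of them had a read.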

Among all 42967 gene loci in the pear reference genome detected by read alignment (had at least one read) in the libraries of pear fruit skin, 772 new gene loci were initially identified in this study (Supplementary Table 1). The high Pearson’s correlation coefficients (PCCs; Supplementary Fig. 1) indicate the quality control.

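Across all 42966 genes, the squared Pearson correlation of log10(FPKM + 1) lay between 0.965 and 0.9697 for pairs of russet libraries and between 0.967 and 0.979 for pairs of green libraries. Pairs of a russet and a green library lay lower, between 0.899 and 0.923, so that the ranges within and between lines did not overlap. The genes are not independent replicates, so these values describe the libraries and no p was computed. The scale moved them most when no logarithm was taken, where the values lay between 0.805 and 0.941 within lines and between 0.755 and 0.856 between lines, and these ranges overlap. The paper takes the high coefficients as a measure of quality control.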

Protein profile analysis produced 72,037 peptide spectra from the fruit skin libraries, resulting in 11,174 proteins and the quantification of 11,157 proteins. High PCCs with *R*^2^ from 0.983 to 0.997 among the three biological replicates indicated that the expression patterns of the replicates shared a high degree of similarity, and the experiment was carried out under good control. Correlation analysis was also performed at the transcriptome and proteome levels by comparing the fold changes in expression between the two types of fruit skins. Correlations were revealed between 10,881 pairs of mRNAs and their coding proteins (*γ* = 0.588, *R*^2^ = 0.253, Supplementary Fig. 2).

The transcript analysis of the two genotypes by the DESeq R package identified 3885 DEGs (above 2-fold changes [*P* < 0.05]), including 2020 induced and 1865 repressed DEGs in russet skin (Supplementary Table 1, Supplementary Fig. 3l). Additionally, 275 differentially expressed proteins with fold changes higher than two (*P* < 0.05) were identified, 124 of which were induced and 151 of which were repressed in russet skin (Supplementary Fig. 3r).

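Of the 30161 genes tested with limma, 4625 had an adjusted p under 0.05, with 2427 higher and 2198 lower in russet skin, i.e., 52.5% higher. At least a 2-fold difference on the log2(FPKM + 0.1) scale was reached by 3411 of them, 1819 higher and 1592 lower. In each of the 4625 genes, the 3 russet libraries lay all above or all below the 3 green libraries. Such a separation was found for 9998 of the tested genes, or 33.1%, where chance alone gives 10%. Leaving out the green library B2 moved the number of differentially expressed genes most, to 3162, and 2649 genes were called whichever of the 6 libraries was left out. No gene called with all 6 libraries was called in the opposite direction with 1 library left out. With limma voom on the recovered reads, 4394 genes were called, of which 4204 were also called on FPKM in the same direction.
Among the largest increases, gene 103965379 on scaffold NW_008988329.1 from 56814 to 68786 had 56.2 ± 3.82 FPKM (SD, n = 3) in russet skin and 1 read in green skin, with a log2 fold change of 9.05 (SE 0.19, adjusted p = 9.42e-06, limma). Gene 103941676 on NW_008989347.1 from 56812 to 58793 had 38.0 ± 6.72 FPKM (SD, n = 3) in russet skin and no read in green skin, and was at least 1774-fold higher in russet skin when 3 reads over the green libraries are taken as the floor (adjusted p = 9.42e-06, limma). The other 3 of the 5 largest increases had log2 fold changes of 7.56 to 7.78. The largest decrease was that of 103937955 on NW_008988933.1 from 109438 to 110810, at 204 ± 76.8 FPKM (SD, n = 3) in green skin and 0.103 ± 0.178 FPKM in russet skin, where its log2 fold change was -10.26 (SE 0.57, adjusted p = 6.31e-05, limma). Gene 103931158 on NW_008988536.1 from 314783 to 315456 had 47.7 ± 7.50 FPKM (SD, n = 3) in green skin and no read in russet skin, at least 1051-fold lower (adjusted p = 9.42e-06, limma). None of these 4 genes has a name in the tables used here.

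**Figure D1:**
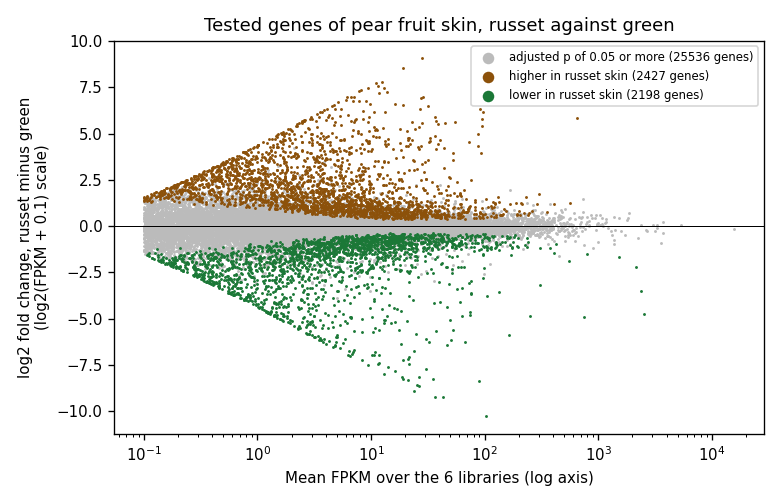
Each point is 1 of the 30161 tested genes, with its mean FPKM over the 6 libraries on a log axis and its log2 fold change between russet and green skin on the vertical axis. The 2427 genes higher in russet skin are brown, the 2198 lower genes are green, and genes with an adjusted p of 0.05 or more are grey.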

### DEG GO enrichment between the russet and green fruit skin of sand pear

The DEGs revealed by the transcriptome analysis were categorized by GO enrichment analysis with the GOseq method^21^. Only seven biological process classes and ten molecular function classes were selected for the next round of analysis by more stringent screening criteria at the corrected *P*-value cutoff of 0.05 (Supplementary Table 2). The selected GO classes included lipid biosynthesis and metabolic processes and oxidation–reduction process. Similarly, at the protein level, six biological process classes, one cellular component class, and five molecular function classes were selected for the next round of analysis by the corrected *P*-value cutoff of 0.05 (Supplementary File 3). The GO classes (GO:0006629, GO:0006633, GO:0008610, and GO:0044255) of lipid biosynthesis and metabolic processes were commonly enriched at both the transcript and protein levels. Moreover, different enrichment of GO classes was also detected at the transcript and protein levels, such as the transcript-specific enrichment of the GO class oxidation–reduction process (GO:0055114) and the protein-specific enrichment of the GO classcarboxylic acid biosynthetic process (GO:0046394). For proteins, other enriched GO classes with a *P*-value cutoff of 0.05 included defense response, response to water, transport, etc. These results provided a multidimensional profile of metabolic and regulation characteristics at both the transcript and protein levels for sand pear fruit skin.

### Comparison of the genes involved in the enriched biological processes between the russet and green fruit skin at transcript and protein levels

Previous studies that investigated transcripts demonstrated that the differentiation between russet and green fruit skin in sand pear is controlled by a relatively complex network that mainly regulated diverse genes involved in cutin, suberine and wax biosynthesis, fatty acid elongation, ABC transporters, sesquiterpenoid and triterpenoid biosynthesis, and so on^6,7^. However, in this study, the KEGG enrichment analysis at the transcript level showed a high consistency with the results of the previous transcriptome analysis, but some pathways were not enriched at the protein level (Fig. 4, Supplementary Tables 4 and 5). In these interesting pathways, the number of DEGs at the protein level was significantly smaller than that at the transcription level, and most of the genes were differentially expression in the transcriptome analysis, but showed no significant difference at the protein level between the two types of fruit skins.

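The differentially expressed genes that Supplementary Table 4 lists were tested one by one. Which gene belongs to which pathway was taken from that table alone, so no enrichment was recomputed. For fatty acid elongation the paper counts 14 differentially expressed genes among 54 genes of the pathway. Of those 14, 13 could be tested and 13 had an adjusted p under 0.05 with limma. In cutin, suberine and wax biosynthesis the paper counts 21 among 49, and 20 of the 21 were called. In sesquiterpenoid and triterpenoid biosynthesis it counts 23 among 36, and 22 of the 22 that could be tested were called. Adjusted over the list alone, 13, 21 and 22 genes were called, but the paper chose these lists on the same libraries, so those numbers are not independent evidence. Leaving out A1, A3 or B2 moved the first number most, to 10. Requiring a mean of at least 1 FPKM moved the others most, to 16 and 18, as fewer genes of these lists could be tested there.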

**Fig. 4:**
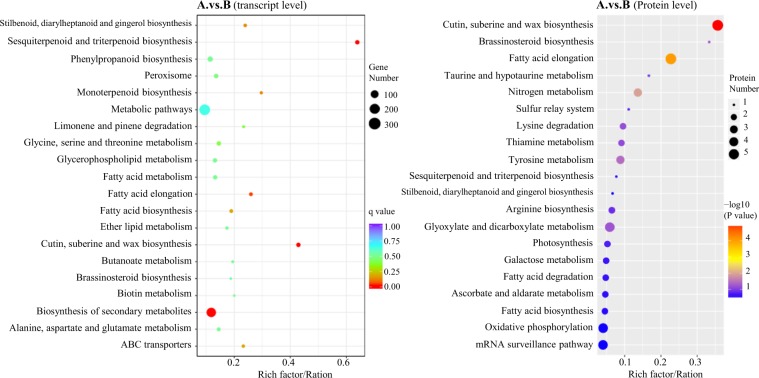
Bubble diagrams of the KEGG enrichment of DEGs between russet (A) and green (B) fruit skin at the transcript and protein levels. The abscissa is the ratio of the number of DEGs in the pathway to that of total genes identified. A larger value indicates the higher concentration of DEGs in the pathway. The color shade of the point represents the change in the *P*-value determined by a hypergeometric test. A smaller *P*-value indicates more statistical significance and greater test reliability. The dot size indicates the number of DEGs in certain pathways. A larger size represents more DEGs

#### Regulation of the expression of genes involved in cutin, suberine, and wax biosynthesis between the two types of fruit skins

Both fatty acid elongation and cutin, suberine, and wax biosynthesis, which are involved in PM and CM formation, were enriched in the protein and transcript analysis. 

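In fatty acid elongation, 6 of the called genes were higher and 7 lower in russet skin, with log2 fold changes from -6.23 for 103947140, a 3-ketoacyl-CoA synthase (KCS), to 5.31 for 103933989, another KCS. In cutin, suberine and wax biosynthesis, 11 called genes were higher and 9 lower, from -6.56 for 103929753, an ECERIFERUM 1-like gene, to 5.59 for 103964024, an omega-hydroxypalmitate O-feruloyl transferase-like gene. Changes thus went both ways within each pathway. The gene of the second list without a call was 103933112, whose name is not in the tables used here. It had 0.0115 ± 0.0199 FPKM (SD, n = 3) in russet skin and 0.468 ± 0.369 FPKM in green skin, a log2 fold change of -2.07 (SE 0.63, adjusted p = 0.0722, limma). It rested on 3 reads over the russet libraries and 113 over the green ones, of which B3 held 5, and it was called with a pseudocount of 0.01 (adjusted p = 0.0440, limma, with 0.0440 to 0.130 over the alternatives with all libraries) or without library B3 (adjusted p = 0.00874, limma).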

The regulated genes in the pathways represented the key nodes and regulatory profiles for epidermal tissue formation in pear fruit skin. The fatty acid elongation pathway is upstream of cutin, suberine, and wax biosynthesis, as it supplies the substrate for the biosynthesis of the long fatty acids cutin, suberine, and wax. The upstream enzyme EC: 23.1.199 (3-ketoacyl-coa synthase, KCS) catalyzes the key step of long fatty acid biosynthesis (Fig. 5). A total of 15 genes encoding KCS showed low expression at the transcript level; the expression of 9 genes was repressed, but the expression of 6 genes was enhanced in russet fruit skin. 

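KCS is the condensing enzyme of fatty acid elongation. Of the 15 KCS genes of Fig. 5, 14 passed the filter on low values, and all 14 were called, 6 higher and 8 lower in russet skin (14 adjusted over the list alone, a list the paper chose on these libraries). Without that filter, the remaining gene 103947523 was called as well (adjusted p = 0.0338, limma). It had 41 reads over the green libraries and none over the russet ones, at least 14.9-fold lower with 3 reads over the group as the floor. Mean FPKM over the 6 libraries ranged from 0.0944 for that gene to 74.4 for 103949661, with a median of 5.29, and 5 genes had a mean of at least 10 FPKM. The largest increase was that of 103933989 on NW_008988665.1 from 124572 to 126253, with 25.0 ± 8.80 FPKM (SD, n = 3) in russet skin and 0.516 ± 0.112 FPKM in green skin, a log2 fold change of 5.31 (SE 0.29, adjusted p = 6.02e-05, limma). Gene 108865655 on NW_008988454.1 from 202288 to 205728 dropped furthest, from 86.3 ± 23.6 FPKM in green skin to 0.0628 ± 0.109 FPKM in russet skin (SD, n = 3), with a log2 fold change of -9.21 (SE 0.45, adjusted p = 4.05e-05, limma). The KCS 10-like gene 103949661 had 144 ± 39.4 FPKM in green skin and 5.17 ± 2.26 FPKM in russet skin (SD, n = 3), i.e., -4.82 (SE 0.36, adjusted p = 0.000191, limma). For the KCS 19-like gene 103948450 the log2 fold change was -3.44 (SE 0.53, adjusted p = 0.00533, limma). Gene 103928579 had 485 reads in green skin and none in russet skin, at least 177-fold lower (adjusted p = 0.000185, limma). Genes 103947140 and 103947136 overlap on the same strand of NW_008988084.1, so they can share reads.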

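Of these calls, 4 were lost in fits with fewer libraries. With 1 library left out, 11 or 12 KCS genes were called, and the number called higher fell furthest without A1, to 3. Gene 103941306, with a log2 fold change of 2.53 (SE 0.52, adjusted p = 0.0182, limma), then had an adjusted p of 0.0568. Gene 103927574 (1.08) was not called without A1, A3, B1 or B2 (adjusted p = 0.0850 to 0.0929, limma). The same held for 103954810 (1.15) without A1, A2, A3, B2 or B3 (adjusted p = 0.0672 to 0.132, limma) and, among the lower genes, for 103940571 (-0.94) without A2, A3, B1, B2 or B3 (adjusted p = 0.0551 to 0.113, limma). Their log2 fold changes kept their signs in each case. With all 6 libraries, 103954810 was also not called without a filter on low values (adjusted p = 0.0582) or under quantile normalization (adjusted p = 0.0539), and 103940571 not without a trend in limma (adjusted p = 0.0650). Over the alternatives with all libraries, the adjusted p was 0.0330 to 0.0582 for 103954810 and 0.0311 to 0.0650 for 103940571 (limma).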

The five putative KCS genes detected were all repressed at the protein level in russet fruit skin (Fig. 5b, c). Both the KCS 10-like gene (103949661) and the KCS 19-like gene (103948450) were highly expressed at the protein level in green fruit skin (Fig. 5d). 

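Gene 103949862, named very-long-chain 3-oxoacyl-CoA reductase 1-like and placed on NW_008988106.1 from 608936 to 611667, had 48.9 ± 11.9 FPKM (SD, n = 3) in russet skin and 104 ± 12.9 FPKM (SD, n = 3) in green skin. Its log2 fold change of -1.11 (SE 0.19, adjusted p = 0.00922, limma) was larger than the spread between replicates. Gene 103935366, a very-long-chain enoyl-CoA reductase on NW_008988054.1 from 105929 to 109001, had 32.7 ± 2.96 and 52.4 ± 5.35 FPKM (SD, n = 3), with a log2 fold change of -0.68 (SE 0.12, adjusted p = 0.0111, limma), which is under a 2-fold difference. Leaving out each library in turn kept the log2 fold changes between -1.28 and -0.94 and between -0.77 and -0.62.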

The other two enzymes (EC: 1.1.1330 and EC: 1.3.1.93) in the downstream reaction were also repressed at the transcription level in russet skin, but no protein expression was detected in either tissue type. In addition to being limited by the repression of the upstream pathway, map00073 was also regulated by additional enzymes involved in biosynthesis (Fig. 6). 

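CYP86A enzymes hydroxylate fatty acids at their last carbon. The gene 103963865, which the tables name cytochrome P450 86A22, lies on NW_008988294.1 from 190496 to 192897. It had 98.8 ± 14.4 FPKM (SD, n = 3) in green skin, from 25442 reads, against 1.36 ± 0.642 FPKM (SD, n = 3) in russet skin, from 368 reads. The log2 fold change was -6.15 (SE 0.29, adjusted p = 3.56e-05, limma), and it stayed between -6.49 and -5.97 with each library left out in turn.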

The upstream enzyme CYP86A (GI: 103963865) showed repressed expression at the transcript and protein levels in russet fruit skin compared with green fruit skin. 

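Fig. 6 shows 5 ECERIFERUM 1-like genes, which belong to a family of alkane-forming enzymes of wax biosynthesis, and 4 of them lie on scaffold NW_008988491.1 between 163702 and 334951. All 5 were called lower in russet skin. Gene 103929753 had 10.7 ± 2.24 FPKM (SD, n = 3) in green skin, from 2487 reads, and 4 reads in russet skin, with a log2 fold change of -6.56 (SE 0.28, adjusted p = 2.72e-05, limma). The other 4 genes had no read in the 3 russet libraries. With 3 reads over the russet libraries as the floor, 103932052 on NW_008988578.1 from 304740 to 307198 was at least 228-fold lower (adjusted p = 5.46e-05, limma), with 7.24 ± 2.56 FPKM (SD, n = 3) in green skin. Genes 103929751 and 103929758 were at least 199-fold and 153-fold lower. The least abundant, 103929757, had 83 reads over the green libraries and was at least 30.2-fold lower (adjusted p = 0.0186, limma). That call was lost with a pseudocount of 1 (adjusted p = 0.0638, with 0.00604 to 0.0638 over the alternatives with all libraries) and without A1, A2, A3, B1 or B2 (adjusted p = 0.0509 to 0.0669, limma).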

Similar regulation was also observed in the expression of five ECERIFERUM one-like genes. However, two genes (103931004 and 103962065) encoding enzymes involved in wax ester (C01609) biosynthesis showed more transcript and protein abundance in russet skin. 

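Gene 103931004, a fatty acyl-CoA reductase 3-like gene on NW_008988530.1 from 286450 to 293323, had 62.8 ± 28.8 FPKM (SD, n = 3) in russet skin and 2.49 ± 0.698 FPKM (SD, n = 3) in green skin, with a log2 fold change of 4.55 (SE 0.34, adjusted p = 0.000213, limma). Gene 103962065, an alcohol-forming fatty acyl-CoA reductase-like gene on NW_008988259.1 from 380954 to 388776, was far less abundant, at 0.734 ± 0.363 FPKM (SD, n = 3) from 150 reads in russet skin. It had no read in green skin, so that it was at least 45.8-fold higher in russet skin with 3 reads over the green libraries as the floor (adjusted p = 0.00392, limma). Fig. 6 shows 3 more genes of this family. Of these, 103954218 was higher in russet skin, with a log2 fold change of 3.16 (SE 0.50, adjusted p = 0.00597, limma). Gene 103965278, with 121 reads in russet skin and none in green skin, was at least 36.9-fold higher (adjusted p = 0.00264, limma). The opposite direction was seen in 103954216, which had 31.0 ± 9.61 FPKM in green skin and 6.05 ± 1.86 FPKM in russet skin (SD, n = 3), a log2 fold change of -2.34 (SE 0.29, adjusted p = 0.00202, limma). No alternative changed the call of these 5 genes where they were tested.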

All five genes encoding putative omega-hydroxypalmitate O-feruloyl transferase were induced at both the protein and/or transcript level in russet fruit skin. 

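At the transcript level, all 5 omega-hydroxypalmitate O-feruloyl transferase-like genes were called higher in russet skin, with log2 fold changes from 2.14 to 5.59 (5 adjusted over the list alone, a list the paper chose on these libraries). The most abundant was 103964024 on NW_008988297.1 from 106101 to 109834, with 54.8 ± 20.9 FPKM (SD, n = 3) in russet skin and 1.01 ± 0.273 FPKM (SD, n = 3) in green skin, a log2 fold change of 5.59 (SE 0.30, adjusted p = 5.85e-05, limma). The least changed was 103938506 on NW_008988981.1 from 54509 to 56830, with 26.0 ± 6.17 and 5.78 ± 1.12 FPKM (SD, n = 3) and a log2 fold change of 2.14 (SE 0.22, adjusted p = 0.000817, limma). For 103966555 it was 4.17 (SE 0.51, adjusted p = 0.00182, limma), and for 103936171, from 604 reads in russet and 14 in green skin, 3.94 (SE 0.40, adjusted p = 0.000855, limma). Gene 103936111, at 4.88 (SE 0.32, adjusted p = 0.000115, limma), lies on scaffold NW_008988793.1, on which the 25 genes with a mean of at least 1 FPKM had a median log2 fold change of 0.73. Leaving out each library in turn kept every one of the 5 calls.

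**Figure D2:**
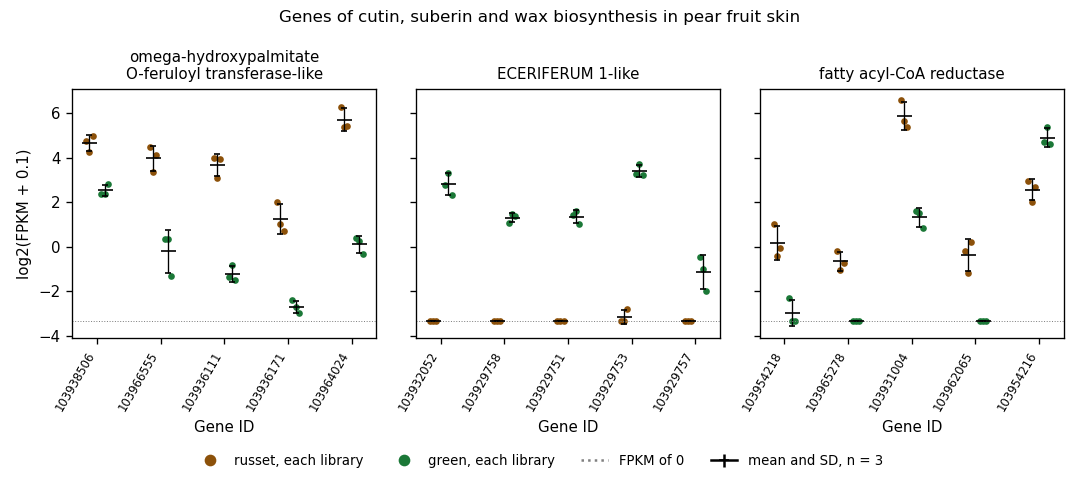
Values of log2(FPKM + 0.1) in each of the 3 russet (brown) and 3 green (green) libraries for the feruloyl transferase-like, ECERIFERUM 1-like and fatty acyl-CoA reductase genes of Fig. 6, with the mean and SD in black. The dotted line marks an FPKM of 0. The russet libraries lie above the green ones in all 5 feruloyl transferase-like genes and below them in all 5 ECERIFERUM 1-like genes, and only 103954216 among the reductases lies lower in russet skin.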

The outcome of map00940 was considered another source of C18217 (16-feruloyloxypalmitate)-catalyzed by omega-hydroxypalmitate O-feruloyl transferase (Fig. 7). 

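Among the genes of Fig. 7, the cinnamyl alcohol dehydrogenase gene 103951786 on NW_008988123.1 from 788773 to 792744 had 98.2 ± 33.8 FPKM (SD, n = 3) in russet skin and 6.05 ± 0.986 FPKM (SD, n = 3) in green skin, with a log2 fold change of 3.96 (SE 0.25, adjusted p = 9.45e-05, limma). The peroxidase 4-like gene 103945527 on NW_008988040.1 from 1474138 to 1476755 had 15.1 ± 4.37 and 4.21 ± 1.01 FPKM (SD, n = 3), a log2 fold change of 1.80 (SE 0.26, adjusted p = 0.00405, limma). With each library left out in turn, these changes stayed between 3.70 and 4.17 and between 1.59 and 1.99.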

The enzymes EC: 1.1.1.195 and EC: 1.11.1.7 catalyzed reactions involved in lignin biosynthesis, which was in line with the upregulation in russet fruit skin of EC: 2.3.1.188 (Fig. 6). Gly-Asp-Ser-Leu (GDSL) lipases are required for lipid catabolic processes in the fruit cuticle and for plant defense responses, in which lipids have a potential role as signaling molecules^24–27^. 

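Supplementary Table 6 holds 28 GDSL-type lipase genes, all of which could be tested. Of these, 19 had an adjusted p under 0.05 with limma, 7 higher and 12 lower in russet skin, and 18 reached a 2-fold difference. Adjusted over the list alone, 22 were called, a number that is not independent evidence because the paper chose the list on these libraries. The fold changes ranged from -9.21 to 6.35 on the log2 scale. At the upper end was 103929852, named GDSL esterase/lipase At5g22810, on NW_008988494.1 from 61 to 3345, with 53.3 ± 20.7 FPKM (SD, n = 3) in russet skin and 0.603 ± 0.361 FPKM (SD, n = 3) in green skin (SE 0.47, adjusted p = 0.000197, limma). At the lower end was 103944138, named GDSL esterase/lipase At5g45950, on NW_008988063.1 from 762608 to 764519, with 73.6 ± 23.5 FPKM (SD, n = 3) in green skin from 10081 reads and 4 reads in russet skin (SE 0.32, adjusted p = 1.93e-05, limma). Gene 103959712, one of the 7 higher genes, lies on scaffold NW_008988220.1, whose 80 genes with a mean of at least 1 FPKM had a median log2 fold change of 0.95. Between 15 and 17 genes of the list were called with 1 library left out, the lowest number without B2, and 21 with the library number as a block.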

Expression studies identified 28 GDSL-type lipase genes with varied expression at the transcript and protein levels between the two types of fruit skin (Supplementary Table 6). Phylogenetic analysis showed the clustering of GDSL-type lipase into nine types, as reported in Arabidopsis^28^, and a new type of Va that consisted of two members was identified (Supplementary Table 6, Supplementary Fig. 4). Among the DEGs, genes in type I, II, and III were generally downregulated in russet fruit skin at the protein level, but the two IIc-type genes showed more transcript and protein abundance in russet fruit skin.

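At the transcript level, genes of different types went different ways. All 3 genes of type Ic and both genes of type IIb were called lower in russet skin, with log2 fold changes from -9.21 to -2.52 and from -5.59 to -4.87. The gene of type Ia, 103929236, had a log2 fold change of -1.15 (SE 0.30, adjusted p = 0.0413, limma), and the call was lost without A2, A3, B1, B2 or B3 (adjusted p = 0.0658 to 0.135, limma), without a filter on low values or without a trend (0.0362 to 0.0678 over the alternatives with all libraries). In type Id, 103929852 was higher and the other 2 genes were lower. Neither gene of type IIIa was called, with 0.42 (SE 0.16, adjusted p = 0.135, limma) for 103930687 and -0.85 (SE 0.45, adjusted p = 0.286, limma) for 103930686. Type IIc had 7 genes, of which 3 were called higher and 2 lower. Gene 103958709 had 71.3 ± 16.2 FPKM (SD, n = 3) in russet skin and 2.42 ± 0.937 FPKM (SD, n = 3) in green skin, a log2 fold change of 4.86 (SE 0.29, adjusted p = 7.61e-05, limma). For 103956819 the log2 fold change was 4.97 (SE 0.27, adjusted p = 5.85e-05, limma) and for 103959949 it was 4.63 (SE 0.25, adjusted p = 5.90e-05, limma). The lower genes of type IIc were 103964088, at -3.76 (SE 0.40, adjusted p = 0.00103, limma), and 108867532, at -3.90 (SE 0.43, adjusted p = 0.00118, limma). Genes 103951327 and 103951377 differed by less than the spread between replicates, with log2 fold changes of 0.30 (SE 0.51, adjusted p = 0.763, limma) and 0.18 (SE 0.40, adjusted p = 0.828, limma).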

**Fig. 5:**
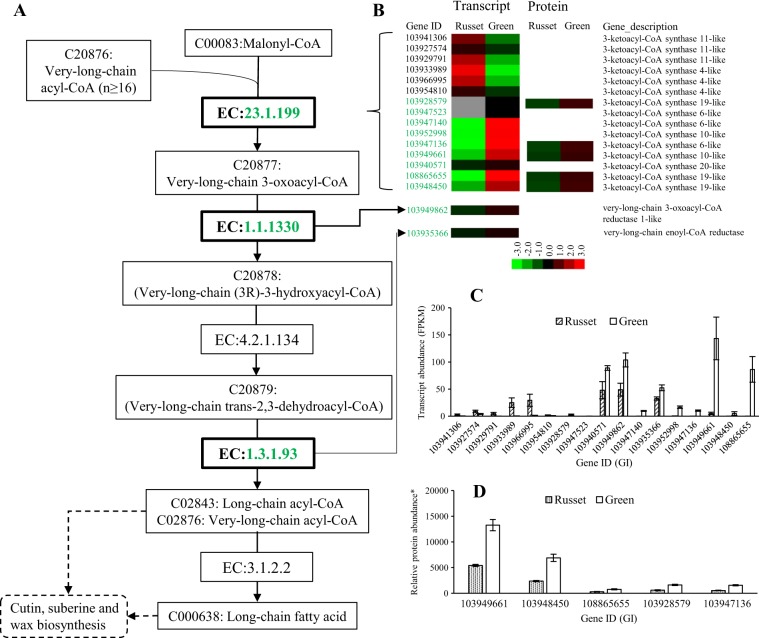
Schematic of the transcriptome and proteome revealing the regulation of the long fatty acid biosynthesis pathway in the russet fruit skin of sand pear. **a** A detailed diagram of long fatty acid biosynthesis including the subset of nodes or metabolites and enzymes that are involved in the process. The enzymes with repressed expression in russet fruit skin at the transcript and/or protein levels are shown in green. **b** Heat map of differentially expressed transcripts or proteins. Transcript **c** and protein abundance **d** of russet-related genes involved in long fatty acid biosynthesis

**Fig. 6:**
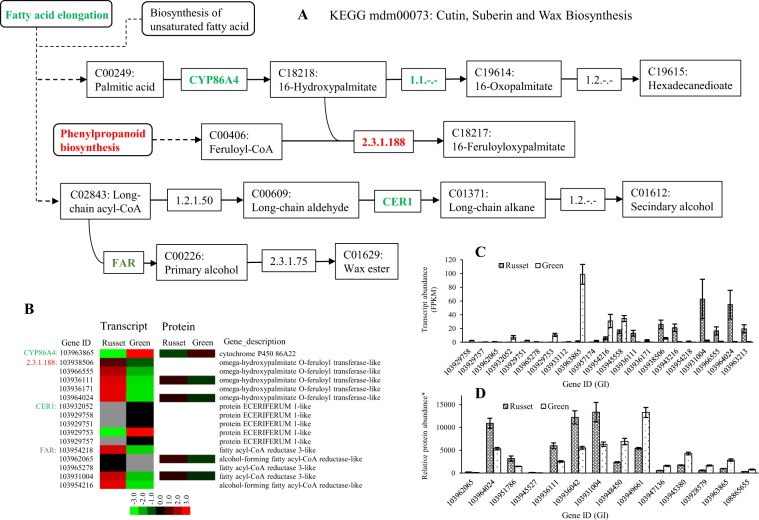
Schematic of the transcriptome and proteome revealed the regulation of the pathway map00073 for cutin, suberin, and wax biosynthesis in russet fruit skin in sand pear. **a** A detailed diagram of cutin, suberin, and wax biosynthesis, including the subset of nodes or metabolites and enzymes involved in the process. Enzymes with repressed or enhanced expression in russet fruit skin at the transcript and/or protein levels are shown in green or red, respectively. **b** Heat map of the differentially expressed transcripts or proteins. Transcript **c** and protein abundance **d** of russet-related genes involved in cutin, suberin, and wax biosynthesis

**Fig. 7:**
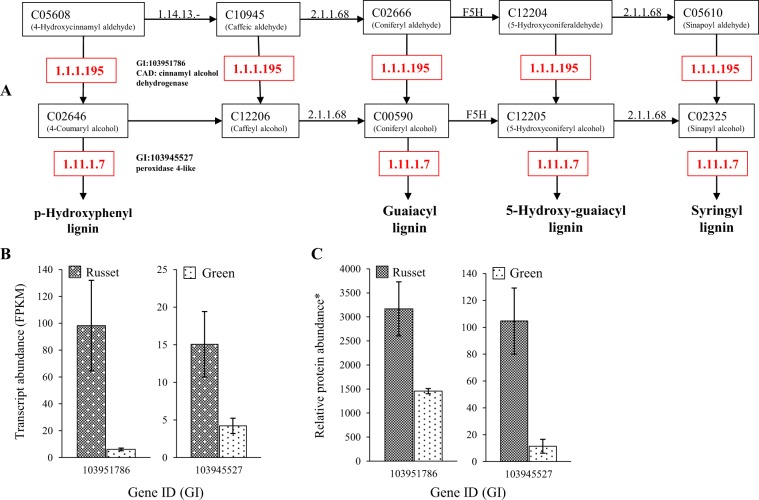
Regulation of the phenylpropanoid biosynthesis pathway in the russet fruit skin of sand pear. **a** A partial diagram of phenylpropanoid biosynthesis constructed based on the KEGG pathway and gene expression data. Enzymes with enhanced expression in the russet fruit skin at the transcript and protein levels are shown in red. Transcript **b** and protein abundance **c** of russet-related genes involved in phenylpropanoid biosynthesis

#### Differential transcript expression but conserved protein expression of ABC transporter genes in the two types of fruit skins

ABC transporters play essential roles in protecting layer formation and in transporting phytohormones^29^. Differential expression of ABC transporter genes at the transcript level was observed between the russet and green fruit skin of sand pear^6,8^. In this study, the expression of all eight types of ABC transporters, including a total of 65 members, was at the transcript and protein levels. Among them, 18 genes were differentially expressed at the transcript level, and only *ABCA* (GI: 103938290) was differentially expressed at the protein level between the two types of fruit skin (Supplementary Table 7). In addition, 87 ABC transporter genes were detected at the transcript level but not at the protein level. 

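Supplementary Table 7 gives 65 ABC transporter genes with protein. Of the 64 that passed the filter on low values, 19 were called with limma, 13 higher and 6 lower in russet skin (23 adjusted over the list alone). Log2 fold changes ranged from -7.44 for 103955899, an ABC transporter G family member on NW_008988170.1 from 350798 to 358492, to 5.65 for 103933813, another G family member on NW_008988053.1 from 345712 to 348768 (adjusted p = 2.72e-05 and 0.000147, limma). The former had 10 reads in russet and 5466 in green skin, and the latter 5142 and 72. Gene 103938290, an ABC transporter A family member on NW_008988965.1 from 6112 to 12195, had 13.7 ± 5.91 FPKM (SD, n = 3) in russet skin and 3.49 ± 0.696 FPKM (SD, n = 3) in green skin, a log2 fold change of 1.87 (SE 0.32, adjusted p = 0.00788, limma) that stayed between 1.55 and 2.17 with each library left out in turn. Leaving out B2 gave the lowest number of called genes among those fits, 16, and with the library number as a block 23 were called, 17 higher and 6 lower.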

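Among the 87 ABC transporter genes that Supplementary Table 7 gives without protein, 66 passed the filter on low values and 25 were called, 14 higher and 11 lower in russet skin, with log2 fold changes from -4.91 to 4.82. The number was 30 when adjusted over the list alone. Among genes with a mean of at least 1 FPKM, 15 were called, the alternative that moved the number most, as fewer genes of the list could be tested there, and with the library number as a block it was 28. Gene 103963646, a pleiotropic drug resistance 2-like gene, rose most, from 0.706 ± 0.262 FPKM in green skin to 22.9 ± 8.67 FPKM in russet skin (SD, n = 3), with a log2 fold change of 4.82 (SE 0.35, adjusted p = 0.000177, limma). Gene 103959729, an ABC transporter B family member called higher at 2.02 (SE 0.23, adjusted p = 0.00127, limma), lies on scaffold NW_008988220.1, whose genes had a median log2 fold change of 0.95.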

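The median of the mean FPKM over the 6 libraries was 0.995 for the ABC transporter genes given without protein and 10.3 for those given with protein. Of the 87 genes without protein, 44 had a mean under 1 FPKM, and 10 had a mean of at least 10 FPKM. The highest was 103962318, an ABC transporter F family member 4, with 49.8 ± 4.36 FPKM (SD, n = 3) in russet skin and 57.6 ± 6.22 FPKM (SD, n = 3) in green skin. Of the 65 genes with protein, 2 had a mean under 1 FPKM and 33 a mean of at least 10 FPKM.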

All the genes without detectable protein expression were also expressed at low levels at the transcript level.

#### Stress-responsive genes and signaling in russeting skin of sand pear fruit

The metabolic characteristics of the russet fruit skin of sand pear are summarized in Fig. 8. The above-mentioned results indicated that the differences in the molecular metabolic pathways between the russet and green fruit skin of sand pear caused differences in substance accumulation, which subsequently caused differences in cellular differentiation. Patatin-like protein 2 (PLP2) was proven to be necessary for spontaneous cell death in plants by producing the precursors of fatty acids for the specific oxylipins that led to distinct cellular functions and consequent pathogen resistance^30^. 

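Patatin-like proteins (PLPs) are lipid acyl hydrolases. Of the 4 PLP genes of Fig. 9, 3 were called higher in russet skin. Gene 103956635 on NW_008988042.1 from 948974 to 951127 had 14.9 ± 4.13 FPKM (SD, n = 3) in russet skin and 0.366 ± 0.155 FPKM (SD, n = 3) in green skin, a log2 fold change of 5.03 (SE 0.33, adjusted p = 0.000121, limma). For 103959548 on NW_008988218.1 from 593296 to 596050, 6.67 ± 2.03 and 0.0757 ± 0.0938 FPKM (SD, n = 3) were found, with 5.35 (SE 0.42, adjusted p = 0.000265, limma). Gene 103957040 on NW_008988186.1 from 79454 to 83531 was higher by 1.69 (SE 0.36, adjusted p = 0.0203, limma), and it was not called without A1, A2, B1 or B2 (adjusted p = 0.0658 to 0.0740, limma). The remaining gene, 103957112 on NW_008988186.1 from 69667 to 72428, went the other way, with 0.164 ± 0.118 FPKM in russet and 0.588 ± 0.343 FPKM in green skin (SD, n = 3). That log2 fold change of -1.35 (SE 0.49, adjusted p = 0.119, limma) missed the threshold over all genes tested, although the 3 russet libraries all lay below the 3 green ones, and it stayed negative, between -1.70 and -0.98, with each library left out. Adjusted over the list alone, all 4 genes were called, 3 higher and 103957112 lower, but the paper chose the list on these libraries.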

In the russet fruit skin of sand pear, the expression of four putative *PLP* genes (Gene ID: 103956635, 103957040, 103957112, and 103959548) was significantly upregulated at both the transcript and protein levels (Fig. 9), which was consistent with the role of programmed cell death in the russet skin. Therefore, cell death in russet skin is induced by the absence of adequate protection by the CM. The dying cells are considered to produce secondary signals that strongly induce cooperative defense responses in surrounding surviving cells^31,32^. The suberization of epidermal cells provides physical and biochemical barriers and secondary signals by its own death to protect neighboring living tissues. Cystine-rich protein kinases (CRKs) are synthesized upon pathogen perception, mediating the BAK1-dependent cell death associated with the FLS2 complex, and these proteins act in coordination to enhance plant immune responses^33^. 

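Of the cysteine-rich receptor-like protein kinase (CRK) genes of Fig. 9, 103933885 on NW_008988659.1 from 212687 to 220233 had 1.30 ± 0.398 FPKM (SD, n = 3) in green skin and 0.142 ± 0.0588 FPKM (SD, n = 3) in russet skin, a log2 fold change of -2.53 (SE 0.34, adjusted p = 0.00301, limma). Gene 103948110 on NW_008988092.1 from 76818 to 79831 had 19.2 ± 3.37 FPKM in green and 10.5 ± 2.47 FPKM in russet skin (SD, n = 3), with -0.87 (SE 0.22, adjusted p = 0.0377, limma), under a 2-fold difference. The second call was lost without A1, A2, A3, B1 or B3 (adjusted p = 0.0555 to 0.112, limma), and it was also lost without a trend in limma (adjusted p = 0.0665, with 0.00444 to 0.0665 over the alternatives with all libraries).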

Two *CRK*s were detected with more abundant transcripts in the green fruit skin, but higher protein levels in russet fruit skin (Fig. 9).

**Fig. 8:**
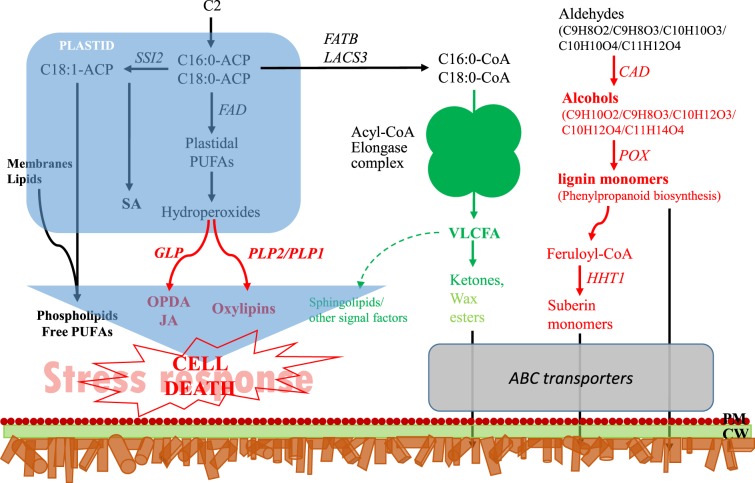
Schematic diagram summarizing the metabolism and signaling in the russet fruit skin of sand pear. The diagram was constructed based on the metabolic pathways summarized in the hypersensitive cell death response in Arabidopsis by Raffaele et al.^65^. Enzymes and partial diagrams marked in red or green indicate strongly enhanced or repressed regulation, respectively, in russet fruit skin at the transcript and/or protein levels. The differential regulation of wax esters in russet skin are indicated in red. We hypothesize that a low content of VLCFAs represses the biosynthesis of signaling molecules that could block or alter the signaling pathway, as indicated by the dotted arrow. PM plasma membrane; CW cell wall

**Fig. 9:**
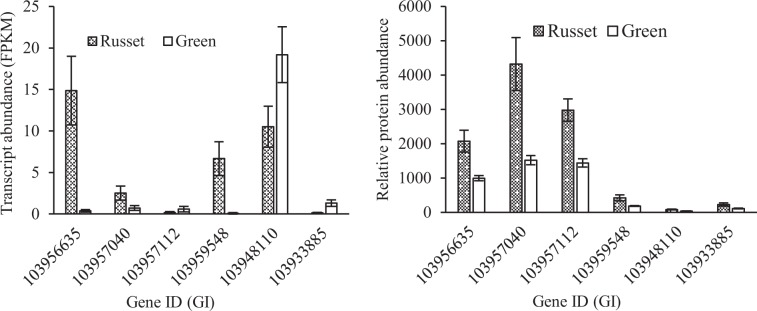
Enhanced expression of PLP2 genes (Gene ID: 103956635, 103957040, 103957112, and 103959548) and CRK genes (GI: 694350157 and 694428606) at the transcript and/or protein levels in russet fruit skin of sand pear

The germin-like protein (*GLP*) gene family is an important defense gene family associated with the JA-dependent pathway^34^. 

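Of the 4 germin-like protein (GLP) genes of Fig. 10, 103933808 on NW_008988656.1 from 204679 to 205882 had 189.9 ± 91.9 FPKM (SD, n = 3) in russet skin and 2.43 ± 0.690 FPKM (SD, n = 3) in green skin, with a log2 fold change of 6.16 (SE 0.35, adjusted p = 6.52e-05, limma). It was the only one of the 4 called over all genes tested. The highest mean in russet skin among the others was that of 103963620, with 2.11 ± 1.14 FPKM (SD, n = 3). Gene 108865350, at 0.464 ± 0.295 and 0.0341 ± 0.0355 FPKM (SD, n = 3), rested on 52 reads in russet and 3 in green skin, and its log2 fold change was 1.92 (SE 0.54, adjusted p = 0.0566, limma). It was called without A1 (adjusted p = 0.0134, limma) and with the library number as a block (adjusted p = 0.0299, limma, with 0.0299 to 0.0978 over the alternatives with all libraries). For 103941350, with 1.08 ± 0.450 FPKM in russet and 0.881 ± 0.401 FPKM in green skin (SD, n = 3), the log2 fold change of 0.27 (SE 0.46, adjusted p = 0.763, limma) was within the spread between replicates, and it turned to -0.09 without B3. For 103963620, 0.15 (SE 0.52, adjusted p = 0.889, limma) was found, with the opposite sign without A3 (-0.22) or without B1 (-0.21). A count of 2 was reached when adjusted over the list alone, a list the paper chose on these libraries.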

In this study, the expression of four *GLP* genes (Gene ID: 103933808, 108865350, 103941350, and 103963620) was significantly enhanced at both the transcript and protein levels, and the expression of 103933808 was obviously higher than that of the other *GLP* genes (Fig. 10). Triterpenoids have a potential role in the protection against pathogens and pests due to their antimicrobial activity^35–37^. Triterpene caffeates with anti-inflammatory activities have been identified in pear and apple with preferential expression in russet skin^36^. The transcriptome and proteome comparison of the two types of fruit skin showed the enrichment of sesquiterpenoid and triterpenoid biosynthesis. 

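In the transcripts, 17 of the called genes of sesquiterpenoid and triterpenoid biosynthesis were higher and 5 lower in russet skin. Besides the beta-amyrin synthase-like genes, the list of Supplementary Table 8 holds 4 genes. The (-)-alpha-pinene synthase-like gene 103946649 was higher, at 14.1 ± 6.72 FPKM (SD, n = 3) in russet skin and 1 read in green skin, with a log2 fold change of 6.98 (SE 0.38, adjusted p = 6.02e-05, limma). Squalene monooxygenase-like 103967038 was lower, with -1.74 (SE 0.26, adjusted p = 0.00463, limma). The squalene synthase-like gene 103965221 and the (-)-alpha-pinene synthase-like gene 103934435 were also lower, with -1.001 (SE 0.24, adjusted p = 0.0342, limma) and -1.71 (SE 0.45, adjusted p = 0.0441, limma), respectively. The former was not called without A1, A2, A3, B2 or B3 (adjusted p = 0.0664 to 0.102, limma) or without a trend, and the latter not without A1, A3, B1, B2 or B3 (adjusted p = 0.0517 to 0.134, limma), with another pseudocount or with voom. Over the alternatives with all libraries the adjusted p was 0.0251 to 0.0564 and 0.0281 to 0.102 (limma).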

Among a total of 23 genes with differential expression in the pathway, all 19 beta-amyrin synthase-like genes, except 103967646 and 103927760, were upregulated in russet skin at the transcript level. 

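Beta-amyrin synthase closes the ring system of the triterpenoid beta-amyrin. Of the 19 beta-amyrin synthase-like genes, 18 passed the filter on low values and all 18 were called, 16 higher and 2 lower in russet skin (18 adjusted over the list alone, a list the paper chose on these libraries). Gene 103935926 had 0.182 ± 0.0340 FPKM (SD, n = 3) in russet and 0.00480 ± 0.00832 FPKM in green skin and was below the filter. Without the filter it was called as well (adjusted p = 0.00411, limma). The largest increase was that of 103936042 on NW_008988788.1 from 38515 to 44025, with 23.4 ± 13.7 FPKM (SD, n = 3) in russet skin and 16 reads in green skin, a log2 fold change of 7.17 (SE 0.45, adjusted p = 9.45e-05, limma). The lower genes were 103967646 on NW_008988384.1 from 216673 to 222863, with 131 ± 23.7 FPKM in green and 15.6 ± 3.45 FPKM in russet skin (SD, n = 3) and a log2 fold change of -3.08 (SE 0.21, adjusted p = 0.000124, limma), and 103927760 on NW_008988432.1 from 137773 to 143199, with 58.4 ± 26.7 and 17.2 ± 3.61 FPKM (SD, n = 3) and -1.69 (SE 0.31, adjusted p = 0.0120, limma). The smallest increase, that of 103967651 at 1.75 (SE 0.39, adjusted p = 0.0242, limma), was not called without A1, A2, B1 or B2 (adjusted p = 0.0674 to 0.0748, limma). Such closely related genes can share reads, which the FPKM values cannot resolve.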

The differential expression of these beta-amyrin synthase-like genes was also detected at the protein level (Supplementary Table 8). Responses to abiotic stress tolerance genes were also detected in the russet fruit skin of sand pear. The expression of aquaporin genes was repressed, while that of the LEA gene was enhanced at the transcript and/or protein levels (Figs. 10 and 11). 

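The desiccation protectant protein Lea14 gene 103931096 on NW_008988534.1 from 46347 to 47947 had 95.3 ± 34.5 FPKM (SD, n = 3) in russet skin and 47.6 ± 3.65 FPKM (SD, n = 3) in green skin, a log2 fold change of 0.95 (SE 0.24, adjusted p = 0.0384, limma). The call was lost without A1, B1, B2 or B3 (adjusted p = 0.0710 to 0.109, limma), with median-ratio scaling (adjusted p = 0.0550) and without a trend in limma (adjusted p = 0.0689), with 0.0128 to 0.0689 over the alternatives with all libraries. The dehydrin COR47 gene 103927172, also in Fig. 10, did not differ beyond the spread between replicates, with 195 ± 67.4 FPKM in russet and 241 ± 114 FPKM in green skin (SD, n = 3). Its log2 fold change of -0.23 (SE 0.46, adjusted p = 0.804, limma) changed its sign without A3 (0.10) or B1 (0.04). Of the 5 aquaporin genes of Fig. 11, 1 was called lower in russet skin, and 3 were with the library number as a block.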

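Supplementary Table 7 lists 8 genes of abscisic acid (ABA) metabolism and signaling, and 2 of them had an adjusted p under 0.05 (2 adjusted over the list alone), both higher in russet skin. The abscisic acid 8-hydroxylase 1 gene 103955370 had 14.5 ± 3.00 FPKM (SD, n = 3) in russet skin and 7.56 ± 1.27 FPKM (SD, n = 3) in green skin, a log2 fold change of 0.92 (SE 0.20, adjusted p = 0.0225, limma). It was not called without A2, A3, B1 or B3 (adjusted p = 0.0659 to 0.0768, limma). The PYR1-like receptor gene 103939055 had 2.01 ± 0.865 and 0.598 ± 0.154 FPKM (SD, n = 3), with 1.51 (SE 0.40, adjusted p = 0.0451, limma), and was not called without A1, A3, B1, B2 or B3 (adjusted p = 0.0798 to 0.137, limma), nor under 6 of the alternatives with all libraries (0.0427 to 0.0972). The other 6 genes, of PYL8-like and PYL9 receptors and of ABSCISIC ACID-INSENSITIVE 5-like proteins, had log2 fold changes between -0.37 and 0.45 and adjusted p between 0.106 and 0.892 from limma. Of these, 103950197 was called with the library number as a block (adjusted p = 0.0267, limma, 0.0267 to 0.363 over the alternatives with all libraries). With 1 library left out, 0 or 1 of the 8 genes was called.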

All ABA-responsive genes showed no enrichment at either the transcript or protein level, which was in accordance with the low ABA level in russet fruit skin. Instead, the gene (GI: 103960819) encoding putative cytochrome P450 90B1 was involved in brassinosteroid biosynthesis and was more highly expressed at the transcript and protein level in the russet fruit skin of sand pear (Supplementary Tables 4 and 5).

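The cytochrome P450 90B1-like gene 103960819 on NW_008988239.1 from 167133 to 172072 had 9.88 ± 1.58 FPKM (SD, n = 3) in russet skin and 4.32 ± 0.984 FPKM (SD, n = 3) in green skin. The log2 fold change was 1.19 (SE 0.21, adjusted p = 0.00974, limma), and it stayed between 1.04 and 1.35 with each library left out in turn, with no call lost.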

**Fig. 10:**
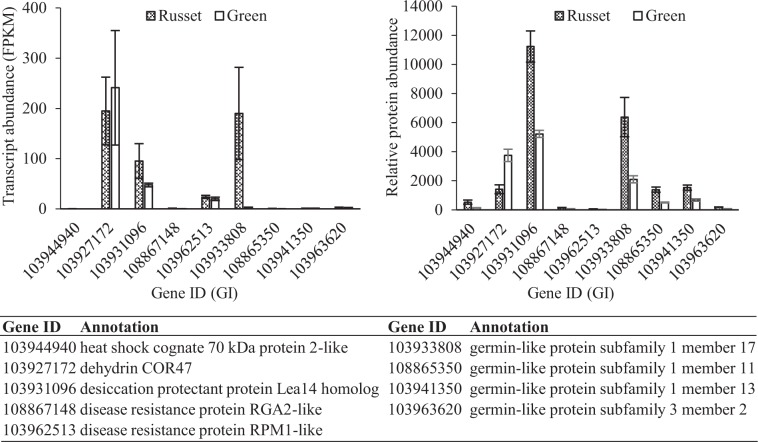
Expression characteristics of stress-responsive genes at the transcript and protein levels in the fruit skin of sand pear. Except for 103927172, all these genes were strongly induced at the protein level in russet fruit skin

**Fig. 11:**
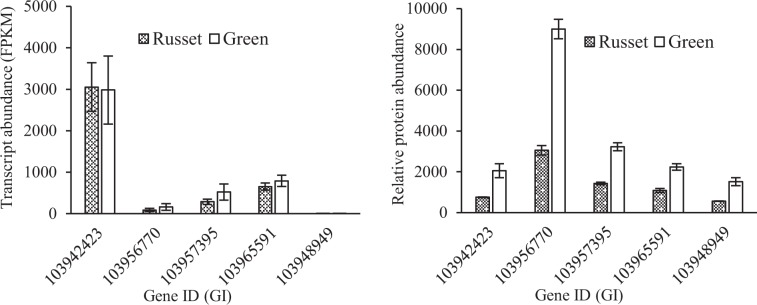
Differential regulation of aquaporin genes at the transcript and protein levels in the russet and green fruit skin of sand pear. All these genes showed constant transcript levels but were strongly repressed at the protein level in russet fruit skin compared with green fruit skin of sand pear

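At the transcript level, 103948949 on NW_008988099.1 from 858761 to 860126 was the aquaporin gene called lower over all genes tested, with 7.28 ± 1.56 FPKM (SD, n = 3) in green skin and 0.594 ± 0.324 FPKM (SD, n = 3) in russet skin, a log2 fold change of -3.53 (SE 0.43, adjusted p = 0.00174, limma). The other 4 were far more abundant. Gene 103942423 had 3054 ± 585 FPKM in russet and 2983 ± 823 FPKM in green skin (SD, n = 3), with a log2 fold change of 0.06 (SE 0.45, adjusted p = 0.955, limma) whose sign turned without A1 (-0.08) or without B3 (-0.19). For 103965591, 653 ± 89.5 and 791 ± 137 FPKM (SD, n = 3) gave -0.27 (SE 0.23, adjusted p = 0.522, limma). Gene 103956770 had 86.3 ± 39.5 FPKM in russet and 161 ± 82.8 FPKM in green skin (SD, n = 3), with -0.86 (SE 0.42, adjusted p = 0.245, limma), and 103957395 had 287 ± 65.1 and 521 ± 197 FPKM (SD, n = 3), with -0.81 (SE 0.34, adjusted p = 0.179, limma). With the library number as a block, these last genes had adjusted p of 0.00683 (0.00683 to 0.307 over the alternatives with all libraries) and 0.0248 (0.0248 to 0.216), and 103957395 was also called without B3 (adjusted p = 0.0430, limma).

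**Figure D3:**
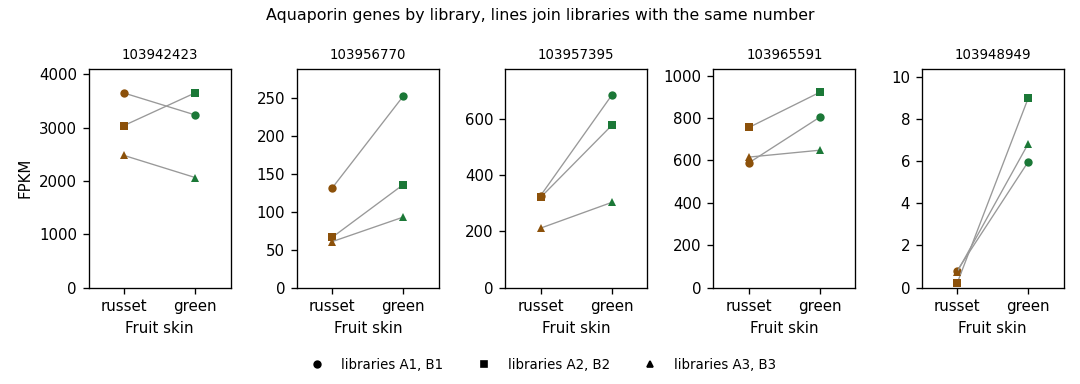
FPKM of the 5 aquaporin genes of Fig. 11 in each library, with russet skin in brown and green skin in green. Lines join the russet and the green library with the same number, although the paper's methods name no pairing. In 103956770, 103957395, 103965591 and 103948949 every line rises from russet to green skin, and in 103942423 the lines go both ways. The libraries of both lines overlap in 103956770, 103957395 and 103965591, so the rise of every line there depends on this matching.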

## Discussion

The protective barrier provided by the periderm in most secondary tissues confers a key environmental stress adaptability for eudicots and gymnosperms. In this study, the molecular mechanisms underlying PM formation were explored by proteome and transcriptome analysis and by comparing the wild-type PM-covered (russet) fruit skin and the mutant CM-covered (green) fruit skin in sand pear. The analysis of gene expression correlation and GO and KEGG enrichment at the transcript level showed high consistency with the results of previous transcriptome studies (Fig. 2, Supplementary Fig. 5). However, a relatively low correlation was detected between the expression regulation at the transcriptome and proteome levels in the two types of fruit skins (Supplementary Fig. 2). Specific regulation at the protein level should play a fundamental role in the biological function of the PM or CM of pear fruit skin. The combined omics analysis effectively identified interesting genes and pathways and identified new functional genes that regulate protein levels in the russet fruit skin of sand pear.

### Metabolic characteristics and abiotic stress-responsive genes in russet skin

Similar to that the differentiation of potato periderm, the differentiation of the russet fruit skin of sand pear involves cell expansion, intense deposition of suberin, and a programmed cell death. The differences in the chemical components in russet and green fruit skin was analyzed via gas chromatography–MS in apple^10^. The results revealed a significant decrease in the abundance of C16-v-HFA and C16–9/10,16-DHFA monomers but a high content of C20- and C22-v-HFA in russet fruit skin. The content of phenolics and organic acids (including cinnamic acid, ferulic acid, and benzoic acid) showed a consistent increase with increasing levels of longer chain length substances in russet fruit skin. These results indicated the higher accumulation of suberin in the russet fruit skin. The high suberin content of the cell wall is regarded to be the most relevant characteristic of the periderm in its chemical composition^38,39^. In addition, secondary cell wall lignification thickening and Ty accumulation were also found in the cells of russet fruit skin (Fig. 1). Our previous study revealed higher contents of lignin, cellulose, and hemicellulose but lower levels of pectin in russet fruit skin than in green fruit skin with Fourier transform infrared spectroscopy analysis^6^.

The omics analysis of the russet fruit skin of sand pear revealed the enhanced biosynthesis of suberin but the repressed biosynthesis of cutin (Fig. 6). The repressed biosynthesis of cutin was controlled by a signaling cascade (Figs. 4 and 5). First, in the upstream pathway, the repressed expression of the Elongase complex (EC: 23.1.199, EC: 1.1.1330, and EC: 1.3.1.93) inhibited the biosynthesis of long chain fatty acids, providing substrates for the biosynthesis of cutin, wax, and suberin. CER1 is a core component of the complex controlling very-long-chain alkane synthesis^40–42^. CYP86A4 plays a key role as a cutin ω-hydroxylase in the biosynthesis of 16-hydroxypalmitate, 10,16-dihydroxypalmitate, and 1,16-hexadecanedioic acid^43^. Therefore, the downregulation of CER1 and CYP86A4 homolog genes decreased the production of cutin monomers. It was unexpected that the expression of putative CER1 proteins was not detected in either russet or green fruit skins. The (poly)phenolic and (poly)aliphatic domains of suberin showed specific chemical composition and distinct tissue and subcellular location^44^. The products from the phenylpropanoid biosynthesis pathway supply the substrate for the (poly)aliphatic domain in suberin biosynthesis, which was upregulated at both the transcript and protein levels (Fig. 7). This in turn caused the increased accumulation of lignin and putative (poly)aliphatic domain suberin in the russet fruit skin of sand pear.

Different from the physical and chemical properties of the CM, the PM that covers russet fruit skin has a loose lamellar structure of stacked cork cells with high plasticity and water permeability^45,46^ (Figs. 1c and 2b), which should be the main factor involved in the RWL difference between the two types of fruit. Despite its importance, the underlying mechanisms of PM stress defense and regulation are largely unknown. In this study, certain genes and metabolic pathways were detected by combined omics analysis, revealing a framework of mechanisms for the environmental adaptation of russet fruit skin. Without CM protection, russet skin fruit had a higher RWL than did green skin fruit (Fig. 2), subjecting russet skin fruit to dehydration stress. As a response, the expression of aquaporins in both the plasma membrane and tonoplasts was repressed at the protein level (Fig. 11), hindering water loss through epidermal cells and reestablishing the water balance of russet skin fruit. The downregulation of aquaporins is generally considered to reduce cell permeability with low water loss to maintain plant water requirements in a dry environment^47^. The enhanced expression of desiccation protectant protein Lea14 homolog (GI: 103931096) and heat shock cognate 70 kDa protein two-like (GI: 103944940; Fig. 10) could also protect russet skin fruit from abiotic stresses. 

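In the transcripts, the heat shock cognate 70 kDa protein 2-like gene 103944940 on NW_008988068.1 from 552630 to 555703 had 1 read over the 3 russet libraries and none over the green ones. It was below the filter on low values, and no difference between the lines was detectable at this depth. The Lea14 gene had a mean over the 6 libraries of 71.4 FPKM, from 9353 reads in russet and 4215 in green skin.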

ABA, as an abiotic stress signal, regulates the plant molecular response to water loss. It was unexpected that the ABA concentration in russet fruit skin was obviously lower than that in green fruit skin (Fig. 3), which suggested an ABA-independent pathway for stress response gene regulation in russet fruit skin. The different ABA signals may be a response of the larger RWL difference between the two types of fruit from 25–29 d of storage.

### Putative protective barriers to biotic stresses in russet skin

The russet skin of sand pear fruit possesses at least three types of protective barriers to biotic stresses, which include the physical barrier formed by the periderm and the chemical barrier formed by the accumulation of certain metabolites, such as triterpenoids that have antimicrobial activities. The GLP gene has been proven to be one of the important defense genes involved in plant basal host resistance^34,48–50^. In this study, the expression of GLP genes was significantly upregulated in the russet fruit skin of sand pear, conferring higher basal host resistance in the organ. GLP plays a role in the production of H_2_O_2_, which in turn acts as a signaling molecule at the infection site to induce a range of defense responses^50–54^. The overexpression of *OsGLP2–1* increased the accumulation of endogenous JA and induced the expression of defense-related genes in the JA-dependent signaling pathway^34^. *RPM1* acts as a disease resistance (R) gene that confers plant pathogen recognition and resistance^55^. An RPM1-dependent local stimulus can generate a rapid signal flow through systemically responding tissues to mediate a rapid response via transcription and de novo JA biosynthesis^56^. Therefore, the higher expression level of the RPM1-like gene (GI: 103962513) suggested an upstream stress response and enhanced JA biosynthesis in the russet fruit skin of sand pear. 

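The disease resistance protein RPM1-like gene 103962513 on NW_008988268.1 from 467224 to 472988 had 23.5 ± 3.08 FPKM (SD, n = 3) in russet skin and 19.9 ± 3.43 FPKM (SD, n = 3) in green skin. The libraries of both lines overlapped, with a log2 fold change of 0.24 (SE 0.16, adjusted p = 0.403, limma). It stayed positive, between 0.12 and 0.37, with each library left out in turn, and no alternative brought it under an adjusted p of 0.05.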

Consistent with this speculation, the expression of the RGA2-like gene (GI: 108867148), which is potentially controlled by the JA-dependent signaling pathway, was also upregulated in russet fruit skin.

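The disease resistance protein RGA2-like gene 108867148 on NW_008988075.1 from 1270777 to 1275249 had 1.44 ± 0.112 FPKM (SD, n = 3) in russet skin and 0.257 ± 0.0881 FPKM (SD, n = 3) in green skin, from 610 and 102 reads. Its log2 fold change was 2.14 (SE 0.29, adjusted p = 0.00281, limma), and it lay between 2.02 and 2.33 with each library left out.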

### Functions of ABC transporters in the development of sand pear fruit skin

The transcript and/or protein expression of ABC transporters suggests their putative roles in pear fruit skin formation. Homologs of the ABC transporters involved in the transport of cutin, suberin, and lignin monomers were detected in both previous studies^6,8^ and in this study. Homologs with simultaneous expression may be functionally redundant in pear fruit skin. Differences in ABA, JA, and SA levels were revealed between the russet and green fruit skin. Certain ABC transporters have been proven to be involved in phytohormone transportation^29^, which could play a role in hormone regulation in pear fruit skin. However, the expression of the homologs of the identified ABC transporters for ABA or JA was low or undetectable in both types of fruit skins. Due to the large number and different types of ABC transporters expressed in fruit skin, except for functional redundancy, the functional differentiation and cooperation between the different members need to be revealed in further studies.

### Transcription factors involved in trait formation

Although the russeting of fruit skin involves the metabolic control of certain biochemical substances and the programmed cell death of the epidermis, it is still considered a quality trait that is genetically controlled by a single gene; in contrast, the semirusset trait is a quantitative trait that is controlled by multiple loci^7^. Different MYB transcription factors were revealed to be regulators of either suberin or extracellular lipid biosynthesis and accumulation in plants. MYB41 is a master regulator of the specific synthesis and assembly of suberin during certain tissue and cell differentiation^12^. MYB107 positively regulated suberin biosynthesis in the seed coat^10,57^. MYB93 regulated the development of lateral roots, exocarp russeting, and ectopically induced suberization^11,58^. The upregulation of MYB1 in cork tissues showed its association with secondary growth and, in particular, with the cork biosynthesis process^59^. 

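Expression of the putative MYB homologs of Supplementary Table 9 was low. The median of the mean FPKM over the 6 libraries was 2.34, the highest mean was 7.42 FPKM, and 5 genes had a mean under 1 FPKM. The lowest, 103960468, had a mean of 0.0969 FPKM, below the filter on low values.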

Our datasets identified 12 MYB-coding genes homologous to the mentioned MYB regulators involved in plant tissue suberization (Supplemental Table 9). 

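Of the 11 MYB homologs that could be tested, 10 were called higher in russet skin and none lower, with positive log2 fold changes in all 11, from 1.23 to 4.55. Adjusted over the list alone, 11 were called, which is not independent evidence because the paper chose the list on these libraries. Gene 103930480, a putative MYB93/MYB107 homolog on NW_008988514.1 from 312583 to 313998, had 5.55 ± 0.655 FPKM (SD, n = 3) in russet skin and 0.143 ± 0.0489 FPKM (SD, n = 3) in green skin, a log2 fold change of 4.55 (SE 0.26, adjusted p = 6.93e-05, limma). The gene without a call was 103931258, a putative MYB1 homolog, with 1.27 ± 0.475 and 0.441 ± 0.121 FPKM (SD, n = 3) and 1.30 (SE 0.37, adjusted p = 0.0613, limma). It was called without A2 (adjusted p = 0.0333, limma) and with the library number as a block (adjusted p = 0.0279, limma, 0.0279 to 0.109 over the alternatives with all libraries). The calls of 103944470, at 1.98 (SE 0.49, adjusted p = 0.0372, limma), and of 103934194, at 2.08 (SE 0.42, adjusted p = 0.0170, limma), were lost with some libraries left out, the former without A1, A2, A3, B2 or B3 (adjusted p = 0.0526 to 0.118, limma) and the latter without A1, A3, B1 or B2 (adjusted p = 0.0597 to 0.0633, limma). With a pseudocount of 0.01, with voom and with the block, 103944470 was not called either (0.0374 to 0.0568 over the alternatives with all libraries). Requiring a mean of at least 1 FPKM moved the number most, to 7 called genes, as fewer genes of the list could be tested there. With 1 library left out, the number fell furthest without A1, A3 or B2, to 8.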

All 12 MYB genes were differentially expressed at the transcript level but were obviously upregulated in the russet fruit skin of sand pear. Additionally, our study detected the differential expression of three WIN1/SHN1 homologs that belong to the AP2/EREBP family, which are putative direct regulators of cutin and wax biosynthesis^60^. 

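The 3 putative WIN1/SHN1 homologs of Supplementary Table 9 had mean values over the 6 libraries from 2.95 to 15.4 FPKM, and 2 of them were called with limma. Gene 103965575 on NW_008988334.1 from 380127 to 381063 had 12.8 ± 1.09 FPKM (SD, n = 3) in green skin and 4.88 ± 0.959 FPKM (SD, n = 3) in russet skin, a log2 fold change of -1.38 (SE 0.17, adjusted p = 0.00194, limma). It was called with every library left out in turn.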

As their transcripts were all repressed in russet fruit skin (Supplemental Table 9), these WIN1/SHN1 homologs may contribute to the periderm suberization process in russet skin. 

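All 3 WIN1/SHN1 homologs had negative log2 fold changes. Gene 103953943, at 4.26 ± 0.971 FPKM in green and 1.64 ± 0.460 FPKM in russet skin (SD, n = 3), changed by -1.34 (SE 0.28, adjusted p = 0.0196, limma) and was not called without B2 or B3 (adjusted p = 0.0644 to 0.0675, limma). The most abundant, 103946697, had 20.7 ± 0.986 FPKM in green and 10.0 ± 4.65 FPKM in russet skin (SD, n = 3), with -1.17 (SE 0.37, adjusted p = 0.0789, limma), over the threshold, and was called without A2 (adjusted p = 0.0223, limma). All 3 were called when adjusted over the list alone, a list the paper chose on these libraries. Leaving out 1 library gave between 1 called gene, without B2 or B3, and 3, without A2. From the lower transcripts in russet skin, the paper proposes that these genes take part in the suberization of the periderm.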

In summary, taking green fruit skin (with cuticle covering) as a reference, two types of metabolic and signaling pathway changes occurred in the russet fruit skin of sand pear: signals that modulate changes in metabolic signaling pathways and stress responses, including programmed cell death. The mutant gene that induced the trait variation between the russet and green fruit skins was regarded as the node that links the two types of signals. Mapping studies of pear fruit skin russet identified two QTLs in LG16 (refs. ^61^) and LG8 (refs. ^62,63^), which supplies the potential genetic locus for the trait mutation. A set of genes have been screened as russet candidates, including the KCS gene localized in LG8 (refs. ^6–8^). A major QTL for apple fruit skin russet has been mapped on LG12^64^, and a putative ABCG family transporter was identified nearby, which is not collinear with the sand pear LG8. The russet trait could be controlled by different genes in the homologous species^61–64^. Further fine mapping of the russet QTLs in pear is needed for candidate gene identification.

## Conclusions

The CM and PM are crucial due to their polyester barrier properties that allow terrestrial plants to adapt to various environmental stresses. The mutations between CM and PM in pear fruit skin make it a suitable material for uncovering and comparing the regulatory mechanisms underlying PM and CM formation. Combined omics analysis yielded a two-dimensional expression profile at both the transcript and protein levels for the two types of fruit skins, and candidate genes and pathways involved in the biosynthesis and regulation of the components of suberin and cutin, and complex stress tolerance networks. The enriched homologs provided clues of new biological roles for well-characterized genes. Both biotic and abiotic stress tolerance genes underlying the russet fruit skin of sand pear were put forward, supplying candidates for further manipulation of both signals and biochemical substances of certain tissues and organs in an attempt to develop plants that are more tolerant to stresses. The study of the proteome of sand pear fruit skin identified new genes and regulatory mechanisms of certain metabolic signaling pathways and stress tolerance under trait mutations, filling the gaps of previous studies. The combined omics analysis of the CM and PM also represents a valuable source of knowledge, regarding plant environmental adaptation from primary to secondary development and cork biology.

## Supplementary information

Supplementary Fig. S 1

Supplementary Fig. S 2

Supplementary Fig. S 3

Supplementary Fig. S 4

Supplementary Fig. S 5

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

# Supplementary material for: Proteome and transcriptome profile analysis reveals regulatory and stress-responsive networks in the russet fruit skin of sand pear
**Source:** Hortic Res. 2020 Feb 1;7:16. doi: 10.1038/s41438-020-0242-3
**Supplement:** Supplementary file 1 — Supplementary Fig. S 1

Yuezhi Wang\*, Meisong Dai, Danying Cai, Zebin Shi\*

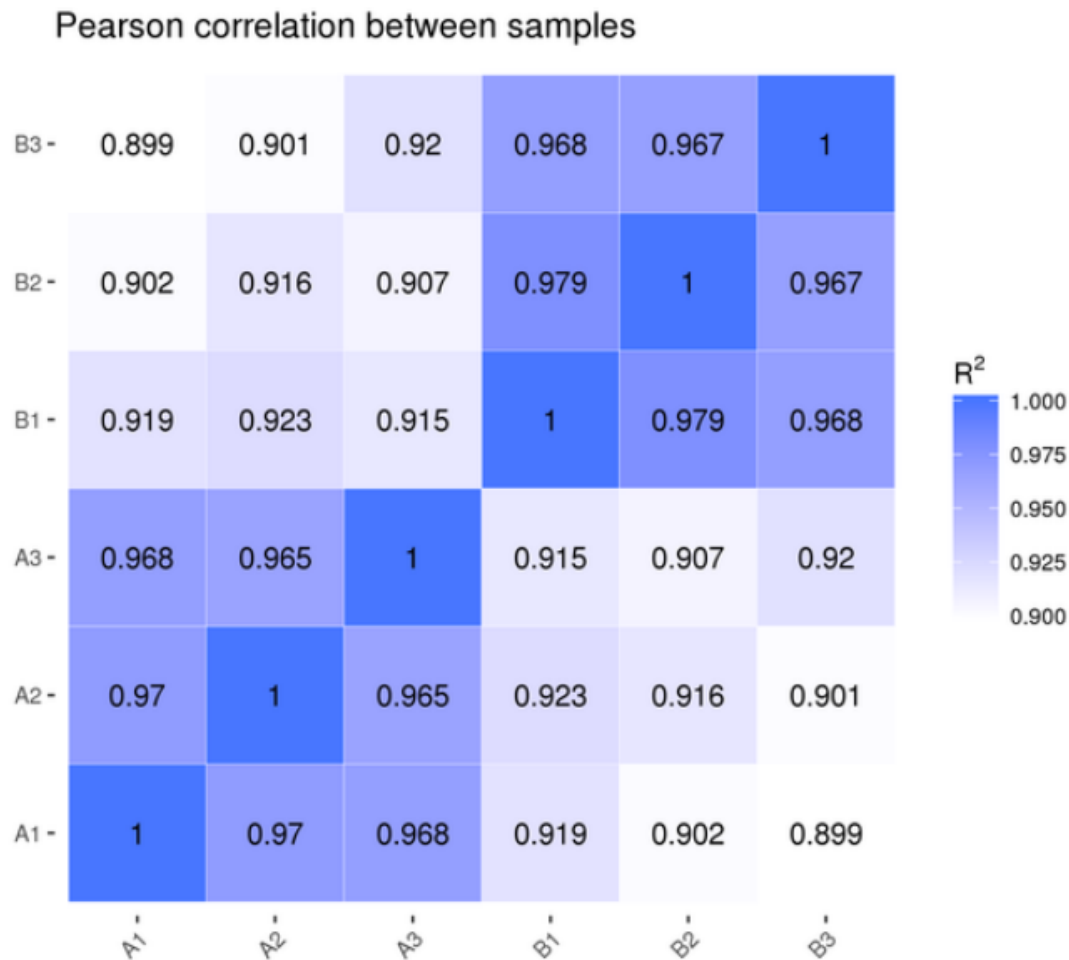

**Supplementary Fig. S1** Pearson’s correlation coefficients (PCCs) among the transcriptome data of the three biological replicates collected for the russet (A) and green (B) fruit skins of sand pear.

# Supplementary material for: Proteome and transcriptome profile analysis reveals regulatory and stress-responsive networks in the russet fruit skin of sand pear
**Source:** Hortic Res. 2020 Feb 1;7:16. doi: 10.1038/s41438-020-0242-3
**Supplement:** Supplementary file 2 — Supplementary Fig. S 2

Yuezhi Wang\*, Meisong Dai, Danying Cai, Zebin Shi\*

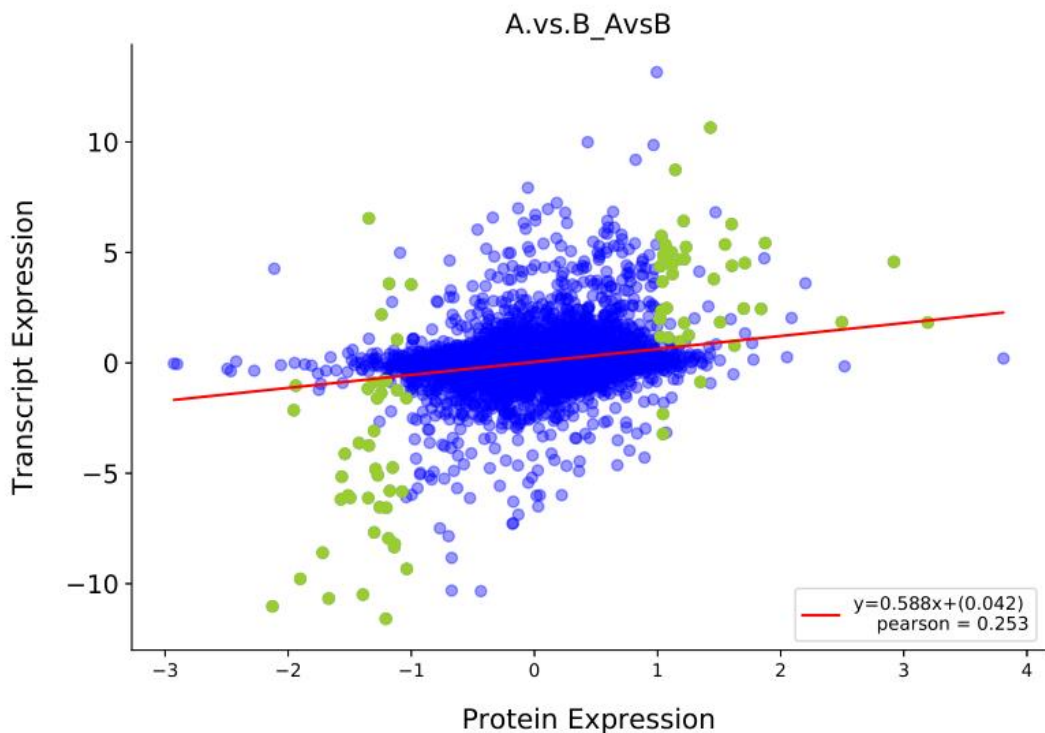

**Supplementary Fig. S2** Concordant tests revealed a relative low correlation between 10,881 pairs of proteins and cognate mRNAs.

# Supplementary material for: Proteome and transcriptome profile analysis reveals regulatory and stress-responsive networks in the russet fruit skin of sand pear
**Source:** Hortic Res. 2020 Feb 1;7:16. doi: 10.1038/s41438-020-0242-3
**Supplement:** Supplementary file 3 — Supplementary Fig. S 3

Yuezhi Wang\*, Meisong Dai, Danying Cai, Zebin Shi\*

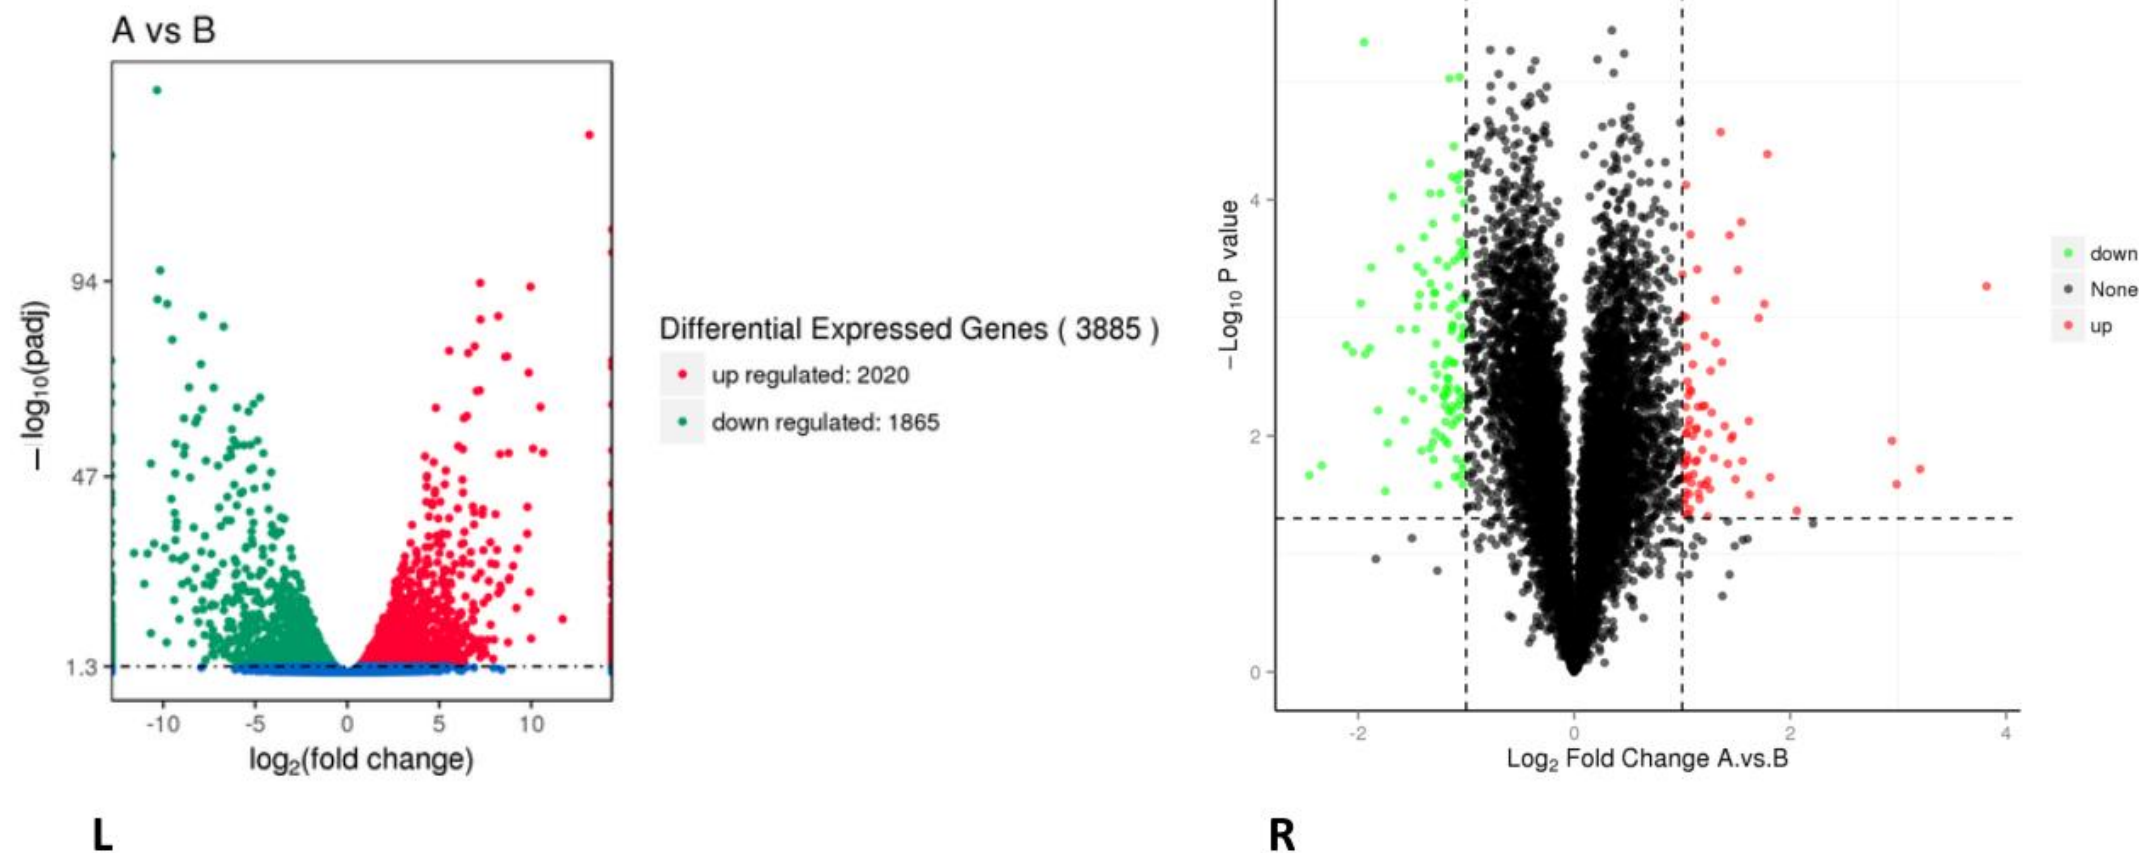

**Supplementary Fig. S3** Spot distribution of different expression genes at transcript (L) and protein (R) level. The significantly differentially expressed genes are indicated by red (up-regulated) and green (down-regulated) dots, genes with no significant difference are shown in blue or black dots. The abscissa represents the multiple changes of gene expression between the russet (A) and the green (B) fruit skin samples, the ordinate represents the statistical significance of the variation of gene expression.

# Supplementary material for: Proteome and transcriptome profile analysis reveals regulatory and stress-responsive networks in the russet fruit skin of sand pear
**Source:** Hortic Res. 2020 Feb 1;7:16. doi: 10.1038/s41438-020-0242-3
**Supplement:** Supplementary file 5 — Supplementary Fig. S 5

# Regulatory and environmental adaptation mechanisms in the russet fruit skin of sand pear

Yuezhi Wang\*, Meisong Dai, Danying Cai, Zebin Shi\*

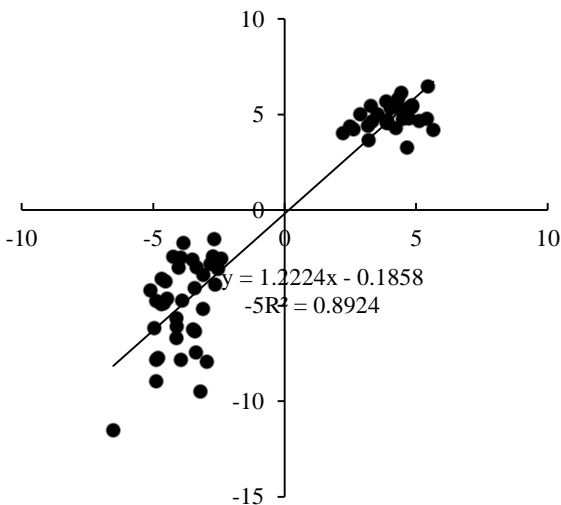

**Supplementary Fig. S5** Correlation of gene expression fold change between the russet and green fruit skins analyzed by this study (x axis) with data by Wang et al. (2014a) (y axis).

How the deposited data were processed for this re-analysis (not part of the article)

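RNA-Seq libraries from the fruit skin of russet ‘Niitaka’ (A1, A2, A3) and green ‘Suisho’ (B1, B2, B3), 80-d fruits with 10 fruits per sample, were analysed. The authors aligned quality-filtered reads with Hisat2 to the genome of Chinese white pear, assembled transcripts with Cufflinks and deposited FPKM values per gene and library, together with gene positions and lengths. The FPKM columns name libraries only by A and B, and the legend of Supplementary Fig. 1 names A as russet and B as green. Which of the green samples is B1, B2 or B3 is not given in the sources used here.

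Read numbers were recovered from FPKM and gene length, with a tolerance of 0.0001 for a whole number and lengths from 20 to 40000 bp searched where the deposited length did not give one. The libraries held 31381552 to 42729578 reads, so 1 read on a gene of 1000 bp is worth 0.0234 to 0.0319 FPKM. For genes without a read in 1 line, a floor of 3 reads over the group gives the lower bound of the fold change, which covers counting error only.

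Russet and green skin were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) on log2(FPKM + 0.1), two-sided, over the 30161 genes with a mean of at least 0.1 FPKM, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. Tables and permutations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, and figures with matplotlib 3.10.9. The comparison with its filter and threshold, the rule for the named genes and the alternatives were set before the data were examined. The searches along scaffolds (genes with a mean of at least 1 FPKM, scaffolds with at least 20 of them, 100000 permutations), for neighbouring genes called together (1000 shuffles) and for genes with at least 100 reads in 1 line only were added after that, as were the breakpoint test (10000 shuffles and 10000 random runs of genes in scaffold order) and the counts of genes above 10 FPKM. Random runs could cross from 1 scaffold to the next. The named genes are every gene that the text or Figs. 5-7 and 9-11 of the paper name, whose values in the paper had been seen, the members of Supplementary Tables 6-9 with the largest and the smallest log2 fold change, and the 5 largest increases and 5 largest decreases among called genes whose libraries separate. A part of that rule for families by description was not applied. Other genes named from the lists were chosen after their values were seen.

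Alternatives were pseudocounts of 1 and 0.01, no filter and a mean of at least 1 FPKM, median-ratio scaling, quantile normalization, limma without a trend and with robust moderation, limma voom on the recovered reads, a 2-fold limit, each library left out in turn, and the library number as a block. The library number was not a block in the reported fit, as the paper's methods name no pairing and the sample labels number the lines differently. Deviations of same-number libraries correlated across genes at 0.271, 0.303 and 0.435, and with the block 6038 genes were called.

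The steps were tested on simulated data with 200 changed genes among 30139 and a dispersion of 0.0397. Limma on log2(FPKM + 0.1) recovered 149 of them, all 100 with a 4-fold and 49 of 100 with a 2-fold change. It gave 0 in the wrong direction and 20 false calls. These false calls were a larger share of its calls than the threshold on the adjusted p aims for. Limma voom recovered 158 with 6 false calls, a share within that threshold. The simulation held far fewer changed genes than the 4625 called in the data, so it does not give the share of false calls among those. Protein, hormone and physiological measurements were not analysed here, and tests of gene families by description and of pathway enrichment were left out because the gene table holds no descriptions.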

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

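The tests of library scaling, of a few genes with large changes, of genes with few reads, of reads moved between copies on the same scaffold, of the loss of 1 of 2 copies, of chance runs on NW_008988793.1, of the breakpoint among runs of genes in scaffold order in both forms, of the depth behind genes read in 1 line only and of the loss of segments were chosen only after the result was seen.

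The paper does not report where on the scaffolds the changed genes lie. The 23838 genes with a mean of at least 1 FPKM were grouped by scaffold, and the 353 scaffolds with at least 20 such genes were tested by permutation of the genes. The median log2 fold change of all these genes was -0.00075, and 15 scaffolds passed the threshold. This permutation treats neighbouring genes as independent, although log2 fold changes of adjacent genes correlated at 0.174. The number of scaffolds can thus include chance runs of neighbouring genes. The 4 described here were chosen after this scan for their large absolute medians. Only these were compared with random runs of genes in scaffold order, which could cross from 1 scaffold to the next. On NW_008988220.1, 80 genes between 2305 and 672235 had a median of 0.95 (adjusted permutation p = 0.0008825, from the smallest p these permutations can give), and 74 of them were higher in russet skin. On NW_008988726.1, all 24 genes between 19956 and 221694 were higher, with a median of 2.99 and 22 calls. On NW_008988793.1, 18 of 25 genes were higher, with a median of 0.73. On NW_008988240.1, 66 of 81 genes were lower, with a median of -0.60. Over the alternatives the medians ranged from 0.84 to 1.01, from 1.65 to 3.198, from 0.60 to 0.93 and from -0.63 to -0.46, in this order. The largest absolute median of any other scaffold was 0.507, on NW_008988721.1. The 4 scaffolds hold 146 of the 4625 called genes, so most calls lie elsewhere.

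For NW_008988220.1, the tables argue against several technical explanations. Random runs of 80 genes from the other scaffolds reached an absolute median of at most 0.220 in 100000 draws. For NW_008988726.1 and NW_008988240.1, runs of as many genes as theirs reached at most 0.925 and 0.224. Runs that crossed scaffold ends mixed genes of several scaffolds, which dilutes a shift on 1 of them. These maxima thus cannot exclude chance runs of neighbouring genes. Under quantile normalization the median of NW_008988220.1 was 0.954, so the scaling of the libraries does not carry its shift. A few genes with large changes would not raise 74 of 80 genes. Among genes with a mean of at least 10 FPKM the median was 0.689, so it is not limited to genes with few reads. Each of the 9 pairs of a russet and a green library had a median of at least 0.826, so no single library carries it. The reads summed over the scaffold had a log2 ratio of 1.05 between russet and green skin, whereas reads moved between copies on that scaffold would leave the sum unchanged. The spread does not settle whether every gene changed by the same fold. The interquartile range of NW_008988220.1, 0.59 to 2.01, was reached by 0% of the random runs, but these can mix scaffolds. Scaffold NW_008988221.1, with 47 genes, had a wider one, 1.62 against 1.42.

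For NW_008988726.1, the loss of 1 of 2 equal copies in the green line would put the genes near a log2 fold change of 1, but their median was 2.99 and their lower quartile 1.26. With a pseudocount of 1, which shrinks the changes of genes with low values, these were 1.65 and 0.86, so that the interquartile range then includes 1, whereas with limma voom on the recovered reads, they were 3.198 and 1.28. A median above 1 under every setting argues against that loss as the only cause. Reads moved to or from near-identical copies on other scaffolds cannot be told apart from a change in these genes, as no sequences were compared, and the median of 2.99 does not decide between them. For NW_008988793.1, the permutation p of its median among random runs of 25 genes in scaffold order was 0.00075, and the largest such run reached 0.929, above its own median. With 353 scaffolds searched, its shift cannot be told apart from chance.

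On NW_008988240.1 the first 13 genes, up to 146169, had a median log2 fold change of 0.43, and the 68 genes from 158324 to 623805 had a median of -0.65, with 62 of them lower in russet skin. In shuffles of the gene order, a difference across a breakpoint as large as this had a permutation p of 0.000300, but shuffles treat neighbouring genes as independent. Random runs of 81 genes from the other scaffolds keep the gene order, but they could cross scaffold ends. Among 10000 of them, the permutation p was 0.0131 for the difference and 0.0351 for the difference over the interquartile range. Only 2.47% of such runs are as wide as NW_008988240.1. With 4 scaffolds looked at, a shift along the whole scaffold cannot be told apart from a shift on a part of it. A candidate explanation for these regions is a difference in the DNA of the lines, such as in copies or haplotypes, which may change many neighbouring genes. It was not tested, as no sequences were compared, and neither was a sequence difference from the reference in 1 line. A difference in regulation between russet and green skin stays open too.

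A further pattern is that 65 genes had at least 100 reads over the russet libraries and 0 over the green ones, and 78 genes had the reverse. The paper does not report such genes as a group. Lower depth does not account for genes missing in the green line, since the green libraries held 108470895 reads in sum against 118537842 in the russet ones, and depth cannot remove genes from both lines. None of the 9 other splits of the libraries gave more than 1 such gene. Of the 143 genes, 142 had reads in all 3 libraries of their line, so they do not come from 1 library. Lost segments that hold several genes would make such genes neighbours, but only 21 of them had a neighbour with reads in that line only. This is still more than scattered genes give, with 11 adjacent pairs against at most 3 in shuffles. Reads moved between near-identical copies cannot be told apart from silent or missing genes for all 143, as no sequences were compared. A change in expression between the lines and a sequence difference from the reference in 1 line stay open and were not tested.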

How the results depend on the processing

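No alternative was chosen after a result was seen. Of the 77 named genes that could be tested, 68 kept their direction and their side of the threshold under every alternative with all 6 libraries apart from the 2-fold limit, which also takes the call of 103935366, and 60 did so under all of the 17 alternatives in which they were tested.

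Between 3574 and 6038 differentially expressed genes were called with all 6 libraries and no limit on the fold change, against 4625 as reported, with the lowest number among genes with a mean of at least 1 FPKM, where fewer genes were tested, and the highest, 6038, with the library number as a block. The block shared 4479 genes with the reported calls and changed the call of 3 named genes, 108865350, 103956770 and 103957395. With the 2-fold limit the number was 3411. Leaving out 1 library gave 3162 calls without B2 to 3600 without B3, and 2611 genes were called under every setting in which they could be tested.

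Of the gene lists, ABC transporters without protein fell from 25 to 15 called genes when a mean of at least 1 FPKM was required, as fewer genes of that list could be tested. Of the ABA-related genes, 2 were called, but 1 with a pseudocount of 1, 1 without a filter on low values, 1 with a mean of at least 1 FPKM, 1 without a trend, 1 with limma voom and 1 with the 2-fold limit. The last follows from the limit itself, and the cause of the others was not tested. With 1 library left out, 0 to 1 of them were called with limma, the former without A3, B1 or B3, where 4, 3 and 3 genes had an unadjusted p under 0.05. Of the WIN1/SHN1 homologs, 1 to 3 were called with 1 library left out, against 2 as reported, with 1 without B2 or B3 and 3 without A2. The median correlation within lines was 0.968 as reported, a squared Pearson coefficient, 0.906 with no logarithm and 0.978 as Spearman's rho, a different measure that was not squared. The cause was not tested.

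Leaving out 1 library reversed the sign of 4 named genes that were not called. Their log2 fold changes ranged from -0.086 to 0.64 for 103941350, from -0.22 to 0.62 for 103963620, from -0.72 to 0.10 for 103927172 and from -0.19 to 0.22 for 103942423. The signs turned without B3 for 103941350, without A3 or B1 for 103963620 and 103927172, and without A1 or B3 for 103942423. No alternative reversed a named gene that was called.

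The tests of gene families by their descriptions, with Fisher's exact test, camera and fry, were not run, since the gene table holds no descriptions. Depth limits the genes near single reads, where 1 read on a gene of 1000 bp is worth up to 0.0319 FPKM.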

Differences from the paper's values

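The counts of genes above and below 1 and 10 FPKM and the comparison with Supplementary Table 1 were chosen after the values were seen. The paper's number of GLP genes higher in russet skin is 4, and the number here is 1, that of 103933808. It was 2 when p was adjusted over the list alone, with the library number as a block and without A1, when 108865350 was called too (with the block and without A1, adjusted p = 0.0299 and 0.0134, limma, 0.0299 to 0.0978 over the alternatives with all libraries), and every alternative still differs from the paper's number. The paper's range of quality reads per library is 47991052 to 65340486, whereas the reads behind the FPKM values number 31381552 to 42729578. The paper counts reads before alignment, so these are different measures, and no alternative bears on them.

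The paper gives all 4 PLP genes as higher in russet skin. Of these, 3 were, and 103957112 had a log2 fold change of -1.35 (SE 0.49, adjusted p = 0.119, limma), with no setting that calls it higher. The paper gives the expression of the heat shock gene 103944940 as enhanced in its discussion. The gene had 1 read in all, and without the filter on low values an adjusted p of 0.862 from limma. The RPM1-like gene 103962513, which the paper's discussion gives as higher, had a log2 fold change of 0.24 (SE 0.16, adjusted p = 0.403, limma), and no setting called it. The paper's legend of Fig. 10 gives both genes as induced at the protein level, which was not analysed here, so the transcript values do not bear on that. The paper gives all MYB homologs as higher in transcripts, and 10 of the 11 tested were called. Gene 103931258 was called without A2 (adjusted p = 0.0333, limma) and with the block (adjusted p = 0.0279, limma, 0.0279 to 0.109 over the alternatives with all libraries), and also when p was adjusted over the list alone, and 103960468, below the filter, had an adjusted p of 0.157 (limma) without it. The paper gives all WIN1/SHN1 homologs as repressed, and 2 of the 3 were called, with 103946697 called without A2 (adjusted p = 0.0223, limma) and when p was adjusted over the list alone. All 3 had negative log2 fold changes.

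The paper gives the KCS genes lower in russet skin as 9, and 8 were called. Without the filter on low values 103947523 was called too (adjusted p = 0.0338, limma), which makes 9, although 103954810 then drops out of the higher genes. The paper calls KCS expression low, and 5 of the 15 genes had a mean of at least 10 FPKM, up to 74.4. It calls all ABC transporter genes without protein low, and 10 of the 87 had a mean of at least 10 FPKM, whereas 44 were under 1 FPKM. The paper's legend of Fig. 11 gives the transcripts of all aquaporin genes as constant. Of the 5, 4 were not called, but 103948949 was lower, with a log2 fold change of -3.53 (SE 0.43, adjusted p = 0.00174, limma). With the library number as a block 103956770 and 103957395 were called too, and 103957395 was also called without B3 (adjusted p = 0.0430, limma, against 0.0248 with the block and 0.0248 to 0.216 over the alternatives with all libraries). The paper gives all ABA-responsive genes as not enriched. Enrichment was not tested here, and calls of single genes are a different measure, so they do not contradict it. Of the 8 genes of ABA metabolism and signaling in Supplementary Table 7, 6 were not called and 2 were higher. With limma, the latter number fell to 1 without A1, A2 or B2. It fell to 0 without A3, B1 or B3, where 4, 3 and 3 genes had an unadjusted p under 0.05.

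The paper counts every gene locus of the table as having a read, and 7860 of the 42966 were at 0 in all 6 libraries. It states a 2-fold limit, and 30 of the 174 genes it marks as changed in the part of Supplementary Table 1 used here have less than a 2-fold difference. Of the 172 of these genes that could be tested, 158 were called in the same direction. Of the paper's differentially expressed triterpenoid genes, 103935926 lay under the filter on low values, and without that filter it was called too. For ABC transporters with protein, the paper's number of called genes, 18, was reached with the 2-fold limit, with no filter on low values, without a trend, with robust moderation and without A1, A3 or B3, against 19 here.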

Other observations

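The tests of the splits, of random placement and of the 4 scaffolds for neighbouring genes, and of depth and of matchings for libraries with the same number, were chosen only after the result was seen.

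The number of differentially expressed genes was compared with that of the 9 other splits of the 6 libraries into 3 and 3. Only 1 of the 10 splits, that of russet and green skin, gave as many calls with limma. Its rank alone cannot exclude chance, as 10 splits cannot give a share under 0.1. The real split gave 4625 calls and any other at most 1. Every other split has libraries of both lines on each side, so the difference between the lines widens its spread and lowers its calls. The sizes thus cannot exclude chance either. The other splits that part all 3 pairs of libraries with the same number gave 0 calls with 283, 310 and 363 genes at an unadjusted p under 0.05, against 8381 in the real split. Splits that keep pairs together gave up to 1830, with at most 1 call.

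Neighbouring genes were called in the same direction more often than placement by chance gives. Of 28670 neighbouring pairs, 892 were called the same way and 304 opposite ways, whereas 1000 shuffles of the calls among genes of like mean FPKM gave at most 397. Without the 4 scaffolds above 809 such pairs were left, against at most 394 in shuffles. Overlapping genes do not account for it, since 663 pairs lay at least 1000 bp apart, against at most 307 in shuffles. Tandem copies of like length on the same strand are not the only source, since 158 pairs lay on opposite strands with unlike lengths, against at most 88. Overlapping pairs were not removed from that count, and inverted or shortened copies can be among them. Reads shared between such copies thus stay open, as no sequences were compared. The correlation of log2 fold changes across genes was 0.174 for neighbours, 0.0554 at 5 genes apart and 0.00729 at 20. Regulation of neighbouring genes together and DNA differences between the lines stay open as untested.

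Libraries with the same number deviated from their group means in the same way. Across genes, which are not independent, the correlation was 0.271 for A1 with B1, 0.303 for A2 with B2 and 0.435 for A3 with B3. The depth of the libraries is argued against, as A1 and B3, the shallowest library of each line, had -0.135, and A2 with B1, the deepest of each line, had 0.0645. Genes with few reads are argued against too, as the lowest of the 3 was 0.432 among genes with a mean of at least 10 FPKM. Of the 6 ways to match the libraries, 1, that by number, gave a mean correlation as large as 0.336, but chance cannot be excluded with 6 ways. What the numbers stand for is not given in the sources used here, so a sampling or library batch cannot be told apart from chance. With the number as a block, 6038 genes were called.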
